# Global Transcriptional Response of *Methylorubrum extorquens* to Formaldehyde Stress Expands the Role of EfgA and Is Distinct from Antibiotic Translational Inhibition

**DOI:** 10.3390/microorganisms9020347

**Published:** 2021-02-10

**Authors:** Jannell V. Bazurto, Siavash Riazi, Simon D’Alton, Daniel E. Deatherage, Eric L. Bruger, Jeffrey E. Barrick, Christopher J. Marx

**Keywords:** formaldehyde, stress response, translation inhibition, kanamycin, methylotrophy, enhanced formaldehyde growth EfgA, EfgB, proteotoxicity

## Abstract

The potency and indiscriminate nature of formaldehyde reactivity upon biological molecules make it a universal stressor. However, some organisms such as *Methylorubrum extorquens* possess means to rapidly and effectively mitigate formaldehyde-induced damage. EfgA is a recently identified formaldehyde sensor predicted to halt translation in response to elevated formaldehyde as a means to protect cells. Herein, we investigate growth and changes in gene expression to understand how *M. extorquens* responds to formaldehyde with and without the EfgA-formaldehyde-mediated translational response, and how this mechanism compares to antibiotic-mediated translation inhibition. These distinct mechanisms of translation inhibition have notable differences: they each involve different specific players and in addition, formaldehyde also acts as a general, multi-target stressor and a potential carbon source. We present findings demonstrating that in addition to its characterized impact on translation, functional EfgA allows for a rapid and robust transcriptional response to formaldehyde and that removal of EfgA leads to heightened proteotoxic and genotoxic stress in the presence of increased formaldehyde levels. We also found that many downstream consequences of translation inhibition were shared by EfgA-formaldehyde- and kanamycin-mediated translation inhibition. Our work uncovered additional layers of regulatory control enacted by functional EfgA upon experiencing formaldehyde stress, and further demonstrated the importance this protein plays at both transcriptional and translational levels in this model methylotroph.

## 1. Introduction

Stressors in biological systems can have multiple, simultaneous effects on cells. They can have single or numerous molecular targets, each of which may affect different cellular processes, and ultimately the consequences can radiate throughout metabolic and regulatory networks to the whole cell. Antibiotics, for example, inhibit particular proteins or RNAs, which themselves are involved in processes including the synthesis of genomes, proteins, or cell walls [1]. Ultimately, this leads to a slowing or cessation of growth. On the other hand, stressors such as heat, osmotic pressure, radioactive radiation, pH change, exposure to toxic metals or aldehydes do not have specific targets; all of these examples cause proteins to misfold extensively [2,3,4,5,6]. Although there are still layers to the response—the proteins that are misfolded, and the processes affected by them are impaired—both the direct and indirect dimensions of the cellular response are broad, with many proteins and processes affected simultaneously at both levels.

Formaldehyde is a potent toxin that naturally occurs in biological systems. It is typically generated as a byproduct of enzymatic reactions such as demethylation reactions and heme degradation or by non-enzymatic breakdown of metabolites such as glycine, tetrahydrofolate, and methanol. Formaldehyde notoriously reacts with DNA, yielding a variety of DNA modifications including intrastrand crosslinks and DNA-protein crosslinks [7,8,9]. However, its electrophilic nature also makes it highly reactive with free amines and thiols, and it likely reacts with myriad cellular molecules and disrupts other cellular processes [10,11]. To prevent the inevitable cellular damage that would result from elevated levels of this cytotoxin, many organisms are equipped with formaldehyde detoxification pathways that convert formaldehyde to more benign metabolites, such as formate, that can be further modified by cellular metabolism [12,13,14].

In bacteria, there are four major classes of formaldehyde detoxification pathways [12]. Thiol-dependent pathways are the most prevalent [15,16,17,18,19]. They involve the condensation of formaldehyde and the major cellular thiol, typically glutathione. In this manner, formaldehyde is ultimately oxidized to formate and the thiol compound is regenerated. Similarly, pterin-dependent pathways, which require tetrahydrofolate or tetrahydromethanopterin, use these one-carbon (C_1_) carriers to oxidize formaldehyde to formate or other biosynthetic intermediates [20,21]. The ribulose monophosphate-dependent pathway fixes formaldehyde to ribulose monophosphate and the resulting product, d-arabino-3-hexulose-6-phosphate, is converted to fructose-6-phosphate which can enter catabolic pathways such as glycolysis [22]. Lastly, whereas all of the above pathways involve attaching formaldehyde to a cofactor or phosphosugar for detoxification, some organisms also encode aldehyde dehydrogenases that can act directly upon formaldehyde, although evidence for their physiological role is sparse [23].

In methylotrophs, formaldehyde is central to cellular metabolism and not simply a nuisance byproduct or degradation product [24,25,26]. Methylotrophs can use reduced C_1_ compounds as sole sources of carbon and energy, and they almost universally convert these C_1_ units to formaldehyde. Thus, formaldehyde is an obligate central intermediate with the potential to become an internal stressor and a potentially lethal toxin in these organisms. In *Methlyorubrum extorquens*, the most extensively studied facultative methylotroph, the primary mechanism for formaldehyde detoxification is the formaldehyde oxidation pathway which is mediated by dephospho-tetrahydromethanopterin (dH_4_MPT) [24]. During growth on methanol, methanol is oxidized directly to formaldehyde, which is oxidized to formate in the d dH_4_MPT pathway. Formate is a branchpoint intermediate that can be further oxidized to carbon dioxide for more reducing power or assimilated for biomass through the tetrahydrofolate-(H_4_F)-dependent pathway followed by the serine cycle. Therefore, during growth on methylotrophic substrates such as methanol, the carbon utilization pathway and formaldehyde detoxification pathway are one and the same. 

Previous work showed that when mutants that cannot synthesize dH_4_MPT or lack enzymes of the dH_4_MPT-dependent pathway were actively growing on succinate and then suddenly exposed to methanol they experienced a temporary halt in growth [25]. This methanol-sensitivity was dependent on methanol dehydrogenase, suggesting that the inability to utilize formaldehyde led to toxicity, likely from a rapid increase in internal formaldehyde [25]. When *M. extorquens* is growing on methanol, intracellular formaldehyde concentrations are relatively high, approximately ~1 mM [27]. In spite of the central role of formaldehyde in methylotrophic metabolism, little is known about how methylotrophs evade or reverse formaldehyde-inflicted damage when the metabolic network transiently becomes imbalanced, as might occur during nutrient shifts or under dH_4_MPT limitation.

In *M. extorquens* PA1, the functions contributing to formaldehyde toxicity were probed through experimental evolution for growth on formaldehyde. Evolution to grow on 20 mM formaldehyde [28] commonly resulted in loss-of-function mutations in a gene that has since been renamed *efgA* (for enhanced formaldehyde growth). Further experimentation showed that EfgA directly binds formaldehyde and rapidly arrests translation in the presence of excess formaldehyde. The working model is that EfgA senses excess formaldehyde and inhibits translation to prevent cellular damage (Figure 1). Halting translation may mitigate a specific type of damage the cell is experiencing, namely proteotoxicity. However, it is also possible that this novel regulatory mechanism is used because it is a rapid way to shut down cellular activity to prevent widespread damage and maintain viability. To further characterize the protective role of EfgA, we sought to investigate the global response of *M. extorquens* to formaldehyde by eliminating the primary mechanism that *M. extorquens* uses to prevent formaldehyde stress and investigating the cellular response to formaldehyde in its absence. 

Here, we investigate growth and gene expression in *M. extorquens* PA1 in response to formaldehyde stress. Our outstanding questions at the onset of this work were: What are the consequences of formaldehyde stress with and without EfgA, the cell’s primary avenue to sense and respond to this stress? Are cells metabolically active during the formaldehyde-induced stasis and how do they recover from formaldehyde stress and resume growth? Furthermore, how does EfgA-formaldehyde-mediated translational inhibition compare to other mechanisms of translational inhibition, such as exposure to particular antibiotics? Thus, we sought to disentangle the cellular responses that are specific to formaldehyde, mediated by EfgA, from those generalizable to translation inhibition. To achieve this, we compared the response to formaldehyde in wild type and a Δ*efgA* mutant over an extensive timecourse. In parallel, we compared the response of each strain to the translational inhibitor kanamycin. We found that in actively growing cells, formaldehyde stress rapidly induces quiescence, a metabolically-active non-replicating state. The transition to a quiescent state requires EfgA, which mediates 70% of the observed global response to formaldehyde, which is subsequently reversed when levels of formaldehyde present decrease. In the absence of EfgA, *M. extorquens* has a delayed and muted response to formaldehyde and exhibits signs of proteotoxic and genotoxic stress. These findings were in stark contrast to the cellular response to kanamycin where the timescale of the transcriptional response was on the order of hours and lethality was on the order of minutes; however, both mechanisms of translation inhibition also had overlapping features. 

## 2. Materials and Methods

### 2.1. Bacterial Strains, Media, and Chemicals

Strains used in this study are derivatives of *Methylorubrum extorquens* PA1 [29,30]. The ‘wild-type’ strain (CM2730) lacks genes for cellulose synthesis (Δ*celABC*) to prevent biofilm formation and enable reproducible growth [31]. The Δ*efgA* mutant (CM3745) additionally has a markerless deletion at the *Mext_4158* locus which encodes EfgA [28]. All experiments were performed with Methylobacterium PIPES (MP) medium [31] with 3.5 or 15 mM succinate as a carbon source. Bacto Agar (15 g/L, BD Diagnostics) was added for solid medium. Formaldehyde stock solutions (1 M) were prepared by boiling a mixture of 0.3 g paraformaldehyde and 10 mL of 0.05 N NaOH in a sealed tube for 20 min. When present in media, these compounds were added to the following final concentrations: formaldehyde (5 mM), and kanamycin (50 μg/mL). All chemicals were purchased from Sigma-Aldrich unless otherwise stated. 

### 2.2. Growth Quantitation

Strains were inoculated into 2 mL MP medium with 3.5 mM succinate in biological triplicate from individual colonies. Cultures were grown at 30 °C with shaking for 24 h and then subcultured (1/64) into 2 L of MP medium with 15 mM succinate. Cell density was quantified by monitoring optical density (OD) at 600 nm (OD_600_). Specific growth rates (μ; per hour) were determined as follows: μ = ln[(*X*/*X*0)/*T*], where *X* is OD_600_ during exponential growth, *X*0 is OD_600_ at time zero, and *T* is time (in hours). To monitor cell viability, cells from a 100 μL aliquot of culture were harvested via centrifugation, discarding supernatant and resuspending cell pellets in MP medium (with no carbon source). Cell suspensions were then serially diluted (1/10 dilutions, 200 μL total volume) in 96 well polystyrene plates with MP medium (no carbon), 10 μL aliquots of each dilution were spotted to MP medium plates (15 mM succinate) in technical triplicate. Plates were incubated at 30 °C and colony forming units were quantified on days 3 and 6 of incubation. Technical triplicates were averaged for each biological replicate.

### 2.3. Formaldehyde Quantification

Formaldehyde concentrations in the culture media were measured as previously described [32]. Briefly, a 100 μL aliquot of culture was centrifuged to separate cells and supernatant. In technical triplicate, 10 μL of the supernatant or 100 μL of 0.1 × supernatant (diluted with MP medium, no carbon) was combined with 190 or 100 μL Nash reagent B, respectively, in 96 well polystyrene plates. Plates were incubated (60 °C, 10 min), cooled to room temp (5 min) and absorbance was read at 432 nm on a Wallac 1420 VICTOR Multilabel reader (Perkin Elmer). Formaldehyde standards were prepared daily from 1 M formaldehyde stock solutions and a standard curve was generated in parallel with samples at each measurement (timepoint).

### 2.4. Transcriptomic Analysis

#### 2.4.1. Cell Treatment

From individual colonies, wild type (CM2730) and the Δ*efgA* mutant (CM3745) were inoculated into 2 mL MP medium (3.5 mM succinate) and grown at 30 °C with shaking for 32 h. Cells were subcultured (1/64) into fresh MP media twice: first into 35 mL (3.5 mM succinate, 24 h incubation) and then into 2 L (15 mM succinate). When OD_600_ of 2 L cultures = 0.2 (~8 h), 100 mL of each culture was used to harvest “pretreatment” cells for transcriptomic analysis and remaining cultures were divided into 100 mL aliquots in 250 mL flasks and returned to the incubator for 30 min. All flasks were quickly removed from incubator and treated with (i) 500 μL of 1 M formaldehyde (5 WT flasks, 4 Δ*efgA* mutant flasks), (ii) 100 µL of 50 mg/mL kanamycin (4 flasks of each strain), or (iii) left untreated (4 flasks of each strain). Flasks were sealed with foil and parafilm and returned to the shaker. Time of treatment is designated as t = 0, pretreatment therefore corresponds to −45 min. This growth regimen was executed on 6 consecutive days to obtain all treated samples in biological triplicate and yielded 6 biological replicates of “pretreatment” samples. Cells of each strain and treatment were harvested at 5, 20, 40, 60, 90, 180, 360, and 540 min.; formaldehyde-treated wild-type cells were additionally harvested at 720 and 1080 min.

#### 2.4.2. Harvesting Cells

At each time point a 100 mL culture was divided into 2–50 mL conical vials (on ice). Cells were pelleted by centrifugation (3220× *g* 5 min, Eppendorf 5810R fitted with rotor A-4-81), pellets were recombined with 5 mL pre-chilled MP medium (no carbon), and evenly divided into 5–2 mL cryovials (on ice). Cells were pelleted by a second round of centrifugation. After discarding the supernatant the cryovials were resealed and submerged in liquid nitrogen. Cell pellets were stored at −80 °C.

#### 2.4.3. RNA Sequencing

RNA was purified using the RNAsnap method [33]. First, cell pellets were resuspended in 500 µL of RNA extraction buffer (18 mM EDTA, 0.025% *w/v* SDS, 1% *v/v* 2-mercaptoethanol, 95% *v/v* formamide) by vortexing. Following incubation at 95 °C for 7 min, cell debris was pelleted by centrifugation at 16,000× *g* for 5 min at room temperature. The resulting supernatant was purified using the Clean & Concentrator kit incorporating the on-column DNase digestion step (Zymo Research, Irvine, CA, USA). Yields were determined using a Qubit 2.0 fluorometer with the RNA BR assay kit (ThermoFisher, Waltham, MA, USA). Then, 1.5 µg of purified RNA for each sample was processed using the Ribozero rRNA Removal Kit (Gram-negative bacteria) (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions except that reaction volumes were reduced by 50%. Depleted RNA samples were ethanol precipitated.

RNA-Seq library preparation from rRNA-depleted samples began by fragmenting them with the NEBNext Magnesium RNA Fragmentation Module (New England Biolabs, Ipswich, MA, USA) for 110 s followed by ethanol precipitation. Fragmented RNA was treated with 10 U of T4 polynucleotide kinase (NEB) in 20 µL reactions containing 1 mM ATP. After another ethanol precipitation, the NEBNext small RNA Library Prep Set for Illumina (Multiplex Compatible) (New England Biolabs) was used to prepare samples according to recommended protocol, except all reaction volumes were reduced 50% and the SR RT primer concentration was reduced by an additional 50% in the RT primer hybridization step. After performing 15 cycles of PCR, samples were ethanol precipitated, and the DNA concentration was determined via the Qubit HS dsDNA assay kit (ThermoFisher). For each sample, 200 ng of DNA was run on a 4% EX E-gel (ThermoFisher). DNA with a size of at least ~200 bases was excised and purified using a gel DNA recovery kit (Zymo Research) with elution in 50 µL of nuclease-free water. These DNA libraries were subjected to paired-end 150-base sequencing on an Illumina HiSeq 4000 or single-end 75-bp sequencing on an Illumina NextSeq 500 by the Genome Sequencing and Analysis Facility at the University of Texas at Austin. 

#### 2.4.4. Data Analysis

*Sequence alignment and determination of counts per gene.* Illumina reads were trimmed of adaptors using Trimmomatic v0.38 [34]. We used the paired-end trimming mode, if applicable, and settings that removed reads trimmed to fewer than 30 bases. Remaining read pairs and singleton reads were mapped to the *M. extorquens* PA1 genome (GenBank: NC_010172.1) [29] using Bowtie2 v4.8.2 [35] with default settings, except we used the option to report only one alignment per read. The resulting SAM files were processed using HTSeq v0.11.4 [36] to count read pairs or singleton reads that unambiguously overlapped each gene. Scripts with the commands for running this analysis are available in GitHub (https://github.com/barricklab/brnaseq accessed on 15 November 2020).

*Normalization of the data and Principal Component Analysis (PCA).* All data manipulation and statistical analysis was done in R version 3.6. The matrix of raw count data was converted to normalized counts using DESeq2 [37]. For PCA, all the treatments were normalized against each other. For plotting, the plotPCA function in DESeq2 was used to generate the PCA dataset and the result was used in ggplot2 package to make the plot.

*Heatmaps and Venn Diagrams.* For heatmap plots, each treatment was normalized against WT pre-treatment (the control pre-treatment at 45 min before stressor was added to any treatment). To reduce the number of false-positive genes across the ~5000 genes in the genome, we used a very conservative criterion: subsets of genes with False Discovery Rate (FDR) adjusted *p*-values less than 0.001 were selected. Heatmaps were generated using the heatmap.2 function in the gplots package [38]. To do pairwise comparisons between two treatments (or two categories of treatments) we used the heatmap data to plot the Venn diagrams. Based on the sign of fold change, genes were divided into up or down-regulated categories. The VennDiagram package [39] was used to generate the data needed for plotting.

*Analysis of significance in candidate genes.* For the modest number of candidate genes examined, the Wald test was used to calculate the significance of the change in mRNA levels (Log2FC). Genes with FDR adjusted *p*-values less than 0.001 were classified as significantly changed genes. Furthermore, for the formaldehyde metabolism genes, we used a one-tailed test because we had a specific direction for our *a priori* hypothesis. Genes with both positive fold changes and positive Wald-statistics were classified as up-regulated, and those with negative fold changes and negative Wald-statistics were classified as down-regulated.

Scripts with the commands for running analysis downstream of alignment and determination of counts are provided in supplemental files.

Raw Illumina read data and processed files of read counts per gene and normalized expression levels per gene have been deposited in the NCBI GEO database (accession GSE163955).

### 2.5. Gene Enrichment

The gene sets of differentially expressed genes, were examined for the enrichment of genes with particular functions using Database for Annotation, Visualization and Integrated Discovery (DAVID) version 6.7 [40,41] and Comparative GO (comparativego.com) [42,43]. Both methods produced comparable groups of gene sets (Tables S1 and S2). Figures were generated using GraphPad Prism. 

## 3. Results

### 3.1. Formaldehyde Stress Induces a Quiescent State

Previous work demonstrated that growth and translation were inhibited in an EfgA-dependent manner when exponentially growing *M. extorquens* was treated with formaldehyde [28]. Here we examined the effects of formaldehyde treatment on the growth dynamics of wild type *M. extorquens* and a Δ*efgA* mutant by monitoring cell density, viability, and formaldehyde concentrations in the growth medium in cultures over an extended timecourse. Strains were grown in minimal medium containing succinate. Under these non-stressful conditions, formaldehyde is not generated from carbon utilization in any appreciable amount. Once cultures reached an early exponential phase of growth (OD_600_~0.2), they were divided and left untreated or were treated with 5 mM formaldehyde. As anticipated, when wild type and Δ*efgA* mutant cells were untreated, the growth of both strains was identical and continued to be exponential, as indicated by both cell density and viability (Figure 2A,B). This suggests that, in the absence of formaldehyde, the absence of EfgA does not impact growth or viability. By contrast, when cells were treated with 5 mM formaldehyde, the effect of EfgA was apparent. The formaldehyde-treated wild-type cells were immediately growth arrested while the formaldehyde-treated Δ*efgA* mutant grew nearly as well as the no-stressor control, only experiencing a 14% reduction in growth rate relative to the wild type (*μ* = 0.2140 versus 0.1840, *p*-value = 0.007). Growth arrest in wild-type cells lasted for at least 360 min, as was evident by unchanged OD and cell viability over this time period. Importantly, during that time cells did not show any evidence of loss of viability. 

Formaldehyde concentrations in the growth medium were monitored by a colorimetric (Nash) assay. The resulting data showed that formaldehyde was gradually depleted in both the wild type and Δ*efgA* mutant cultures. Despite being growth arrested, wild-type cells depleted formaldehyde from the growth medium nearly as quickly as the Δ*efgA* mutant (WT = 0.54 ± 0.03 mM/h, Δ*efgA* = 0.62 ± 0.02 mM/h), suggesting they were in a quiescent, metabolically active state [44]. These data suggest that upon formaldehyde stress, *M. extorquens* cells can detoxify their environment and wait out this exogenous stressor.

### 3.2. Cells Resume Growth When the Formaldehyde Stress Is Reduced

After a prolonged period of growth arrest, wild-type cells resumed growth between 360 and 540 min (6 and 9 h) post-formaldehyde treatment. Within that timeframe, formaldehyde concentrations in the growth medium had plummeted to non-inhibitory concentrations (<1 mM) (Figure 2C). By contrast, when the Δ*efgA* mutant was challenged with formaldehyde, it continued to grow; however, when compared to untreated samples, the cell density and viability at the final timepoint (540 min) were compromised (78% and 74% of that of untreated samples, respectively). These data suggested that in the presence of EfgA, formaldehyde is a titratable signal whose absence permits cells to turn growth back “on” after formaldehyde-induced stasis. Furthermore, the suboptimal growth of the Δ*efgA* mutant upon formaldehyde treatment suggests that in the absence of EfgA, while cells may still grow, they experience formaldehyde stress/damage as a result of not arresting growth. 

### 3.3. Initial Experiments to Identify Timescale of Response for Further Transcriptomic Analyses

To evaluate the global response to formaldehyde, we examined the transcriptome of the wild type and the Δ*efgA* mutant during this timecourse and compared it with that of the global response to kanamycin, an aminoglycoside antibiotic that inhibits translation by binding to the ribosome. 

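*efgA* (Mext_4158), the gene deleted in the mutant, had 87.0 ± 38.8 CPM (counts scaled to library size; SD, n = 3) in WT and 5.85 ± 2.38 (SD, n = 3) in the Δ*efgA* mutant before treatment. Each WT library held at least 56.9 CPM of it and each mutant library at most 36.7 CPM, with exceptions. The mutant libraries taken 180 and 360 min after kanamycin held 82.4 to 137 CPM. At 20 min without treatment, the library labelled WT replicate 3 held 5.47 CPM and the library labelled Δ*efgA* replicate 3 held 80.4 CPM, so the gene goes against both of these labels.

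RNA was sequenced from 81 libraries of *M. extorquens* PA1, a methylotrophic bacterium, grown here on succinate. The WT strain and the mutant, which lacks the formaldehyde sensor EfgA, were sampled before treatment and at 5, 20, 40, 180 and 360 min after no treatment or after 5 mM formaldehyde, and at 40, 180 and 360 min after 50 µg/mL kanamycin. Groups had 3 biological replicates, except for 2 per strain at kanamycin 180 and 360 min and 1 WT library at formaldehyde 720 min. Total counts per library ran from 324491 to 13743151 with a median of 7716971. The 21 libraries of the first screen had 996433 to 5453940 counts (median 2622798), and the 60 later libraries had a median of 8564350. The least deep library was a mutant replicate at formaldehyde 5 min, where the other replicates had 2040517 and 8485602 counts. The 3 WT libraries of that time had 6635899 to 8900397 (median 8647515), and the WT pretreatment libraries 3348590 to 9182288 (median 5700543). Medians of the other groups lay between 2929339.5, in the mutant at kanamycin 360 min, and 9654403, in the untreated mutant at 360 min.

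The authors depleted ribosomal RNA, trimmed the reads with Trimmomatic 0.38, aligned them with Bowtie2, counted them per gene with HTSeq 0.11.4 and deposited whole-number counts. Of the 4956 features counted, 75 RNA features held 43.7% of a library's counts at the median and were left out. The 80 libraries in groups of 2 or more entered a fit with edgeR 4.0.16 (TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjustment), which covered 4860 genes. A gene was called differentially expressed at an absolute log2 fold change over 1 and an adjusted p under 0.001, and treated groups of both strains were compared with WT pretreatment, which the paper's text names as the reference for its analyses; for kanamycin the text names the untreated WT samples instead, and captions of several of its figures name the pretreatment of the respective genotype. Flasks of all treatments were divided from a culture per strain on each of the study's growth days, and comparisons share their control libraries.

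**Figure D1:**
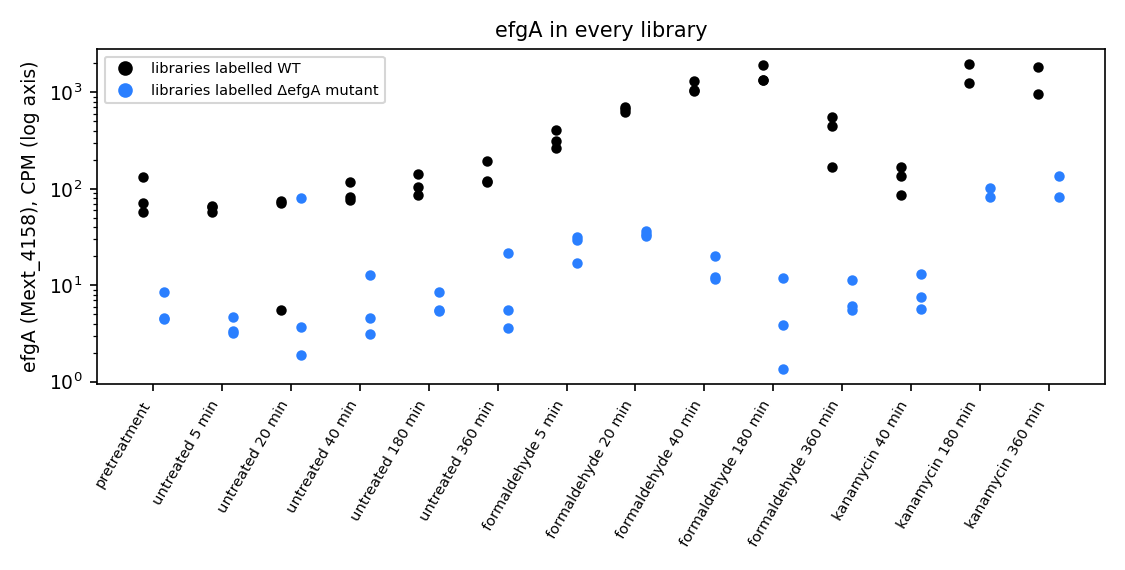
CPM of *efgA* in each library by strain, treatment and time, on a log axis. The library labelled WT replicate 3 at 20 min without treatment lies at 5.47 and the library labelled Δ*efgA* replicate 3 of that time at 80.4.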

Initially, we performed RNA-sequencing on individual replicates that spanned the breadth of experimental variables (genotype, treatment, time) and identified samples where the earliest and most intense responses were observed. In this single replicate analysis, we found that exponential-phase wild-type samples, taken after formaldehyde depletion, had few differences relative to the pretreatment samples (Figure S1). Thus, it seemed that there was no large physiological event that mediated growth resumption but that it simply reflected a reversal of the formaldehyde-EfgA inhibition effect. 

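In the WT library taken 720 min after formaldehyde, the 13 genes of the *mxa* cluster, which encodes methanol dehydrogenase, had a median log2 ratio of -1.36 to the 3 WT pretreatment libraries, lower than in each of 10000 random lists of the same size and mean expression. The 10 genes of the paper's protein stress list, chaperones and small heat shock proteins, had a median of 0.98, at the 100th percentile of such lists, and the 10 formate dehydrogenase genes one of 0.43, at percentile 98.96. The 23 genes of translation and the ribosome had a median of -0.41, at percentile 0.07. Over all 4860 genes the median was -0.06. The 7 cytochrome oxidase genes had 0.29 (percentile 90.58). Against the WT pretreatment library of the same screen, the medians were -1.03 for *mxa*, 0.63 for protein stress (percentile 99.96), -0.21 for translation and the ribosome (percentile 1.3) and 0.85 for the cytochrome oxidases (percentile 99.98). *efgA* stood at 155 CPM. This is 1 library of 3134990 counts, so these ratios, taken on log2(CPM + 1), describe this library and have no replicate check. The random lists do not keep neighboring genes together, while the *mxa* genes are neighboring loci that may move together. The percentiles may therefore be too extreme. The study chose the protein stress list from its early formaldehyde response, whose WT pretreatment libraries also serve here. It chose the translation and cytochrome oxidase lists from its kanamycin response. The percentiles of these lists are thus not independent evidence.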

Unexpectedly, with kanamycin treatment, we saw minimal differences at the 40 min timepoint with the single replicate in comparison to the formaldehyde treatment at the same timepoint. As a result, we limited our analyses of formaldehyde-treated samples to those leading up to the 360 min timepoint and for the kanamycin-treated samples to the ≥40 min post-treatment samples. For the subset of samples we wanted to investigate further, we performed RNA-sequencing in biological triplicate. 

### 3.4. Overall Pattern of Gene Expression Changes Revealed via Principal Component Analysis

To assess the variance among samples and overall trends, we performed principal component analysis (PCA) of all of the normalized, log-transformed triplicate data. 

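Libraries of a group lay close together on the first 2 principal components in most groups. The 3 WT libraries at formaldehyde 40 min spanned 71.8 to 73.0 on PC1, and those at 20 min 65.2 to 67.0. The WT libraries at formaldehyde 360 min were spread from 5.34 to 36.9, with an SD of 16.2, while the SDs of all other groups were at most 5.41. Components were computed on the 500 most variable genes of 80 libraries; PC1 held 71.9% of the variance and PC2 10.1%. Over all 4881 genes these shares were 55.9% and 11.4%.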

Here we found that our biological replicates were consistently well-clustered (Figure 3). 

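The untreated and pretreatment groups of both strains had mean PC1 scores between -35.6 and -23.0. The mutant after 180 min of formaldehyde stood at -28.6 ± 5.22 (SD, n = 3) and after 360 min at -22.4 ± 2.47. Both strains after 40 min of kanamycin lay in the same range, at -28.2 ± 4.34 in WT and -29.9 ± 2.80 in the mutant.

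**Figure D2:**
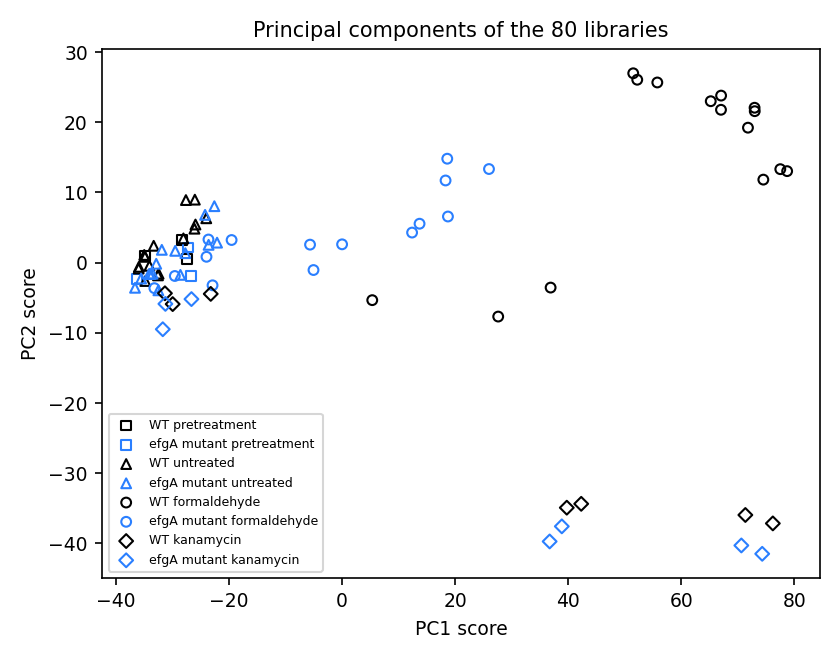
First 2 principal components of the 80 libraries, each point a library, with shape by treatment and colour by strain. WT libraries 40 min after formaldehyde lie near 72.6 on PC1, and WT pretreatment libraries near -30.2.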

We also found large-scale patterns that showed that pretreatment and untreated samples clustered with each other independent of genotype or time, as did some treated samples from later timepoints (∆*efgA* at 180, 360 min). In the earlier formaldehyde-treated samples, both genotypes deviated significantly from untreated samples and from each other. In each instance, after reaching their maximal distance from the untreated samples, they successively clustered closer to the untreated samples. 

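On PC1, WT moved from -30.2 ± 4.07 (SD, n = 3) before treatment to 53.2 ± 2.28 at 5 min, 66.4 at 20 min, 72.6 at 40 min and 76.9 ± 2.17 at 180 min of formaldehyde, and then back to a mean of 23.3 at 360 min. The mutant was farthest from its untreated libraries at 5 min, at 21.0 ± 4.35, and then stood at 14.9 ± 3.35 at 20 min and -3.57 ± 3.11 at 40 min. At 5 min the scores of WT, at least 51.5, lay above those of the mutant, at most 26.0.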

The PCA analysis also showed that upon kanamycin treatment (discussed in detail in a later Results section) and formaldehyde treatment, the PC1 appears to have captured the strength of the shared response seen for both kanamycin and formaldehyde as stressors while PC2 appears to distinguish the two stressors from each other.

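After 180 and 360 min of kanamycin, WT stood at 41.0 and 73.8 on PC1 and the mutant at 37.8 and 72.5 (n = 2 each). PC2 separated the stressors: WT after formaldehyde ran from 26.2 ± 0.67 (SD, n = 3) at 5 min to 12.7 ± 0.79 at 180 min, and kanamycin groups lay at -34.6 and -36.5 in WT and at -38.6 and -40.9 in the mutant. At formaldehyde 360 min, WT had a mean PC2 score of -5.52 ± 2.07.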

### 3.5. efgA Genotype Does Not Impact the Transcriptome during Growth upon Succinate in the Absence of Formaldehyde

As formaldehyde is not an intermediate during growth on succinate, we used succinate as the primary growth substrate and the control condition for evaluating formaldehyde-specific stress. Although growth of WT and the Δ*efgA* mutant in succinate when untreated was similar to each other and consistent through time, we first sought to determine whether there were underlying transcriptional differences between the genotypes in the absence of stressor or as either grew throughout the experiment. To identify differentially expressed genes, we imposed a two-fold change cutoff (Log2FC > 1.0) with an adjusted *p*-value less than 0.001. Prior to evaluating the effects of each treatment, we performed a pair-wise comparison of the log-transformed counts of wild-type untreated sample during exponential growth (5, 20, 40, 180 min) versus pretreatment and found that 22 genes were differentially expressed in at least one timepoint (Table S3). 

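From 5 to 180 min without treatment, 1 of 4860 genes passed the thresholds against WT pretreatment, Mext_0740, singled out after its values were seen, which rose at 5, 20, 40 and 180 min, by 1.43 to 1.95 on the log2 scale. At an unadjusted p under 0.05 the counts were 142, 446, 168 and 265 genes at these times. Those of 142 and 168 lie below the number that chance alone would give. DESeq2 called 11 genes (6 higher, 5 lower), and a fit with the replicate number as a block called 7. Without WT pretreatment replicate 2 the count was 4, without WT untreated 20 min replicate 2 or 40 min replicate 1 it was 2, and with only the groups compared in the fit it was 3. The 20 min group holds the library labelled WT replicate 3 whose *efgA* count goes against its label.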

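Over the same times in the Δ*efgA* mutant, 3 genes passed the thresholds against the mutant's own pretreatment libraries, of which 1, Mext_0740, rose at each of these times and 2, Mext_0566 and Mext_0567, fell at 20 min, all 3 singled out after their values were seen. DESeq2 called 5 genes and the fit with a replicate block 6. The count was 1 without mutant pretreatment replicate 1 or 3, without the mutant's untreated 20 min replicate 1, or with only the groups compared in the fit. An unadjusted p under 0.05 was found for 203, 369, 179 and 251 genes at 5, 20, 40 and 180 min. Those of 203 and 179 lie below the number that chance alone would give.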

We performed the same comparison with the Δ*efgA* mutant and found that 21 of the 22 genes identified in the wild-type samples were also differentially expressed and that the directions of these changes were conserved. Additionally, we found only six other genes were ever differentially expressed in the Δ*efgA* mutant (Table S3, bolded). Therefore, only 0.4% of the genes in wild type and 0.5% of the genes in the Δ*efgA* mutant showed a significant change at any time from 5 min to 180 min. These data suggested that during growth on a non-methylotrophic growth substrate (i.e., in the absence of any formaldehyde stress), the transcriptome of the wild type and Δ*efgA* mutant are nearly identical and the presence of EfgA has a minimal impact on global gene expression. 

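Between the strains before treatment, Mext_4380 was the gene called, higher in the mutant with a log2 fold change of 2.79 (standard error 0.41, adjusted p = 4.35e-05, edgeR's quasi-likelihood test). An unadjusted p under 0.05 was found for 60 genes, fewer than chance alone would give. This count shows neither a set of differing genes nor the lack of one. Same-number libraries of the strains deviated together from their group means (correlations of 0.576 to 0.818), which the fit did not use, so it may miss differences. DESeq2 called 8 (7 higher in the mutant). In the untreated cultures, 2, 0, 0, 1 and 1 genes differed between strains at 5, 20, 40, 180 and 360 min. Each 20 min group holds a library with the markers of the other strain. For the times with 0 calls, 26 and 49 genes had an unadjusted p under 0.05, again fewer than chance alone would give. Mext_4380 lies in a run of 12 consecutive locus tags, of which 10 were counted in the mutant and nearly absent in WT; the files do not pair these with names. The call at pretreatment was lost without WT pretreatment replicate 1 or 3 and with only the groups compared in the fit, and with both untreated 20 min replicate 3 libraries removed, an alternative chosen after seeing the data, 11 genes were called before treatment and 11, 10, 10, 10 and 10 at these times.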

By 360 min, there were 3.9% up-regulated and 1.3% down-regulated genes in WT, and 5.3% up-regulated and 3.8% down-regulated genes in the Δ*efgA* mutant. Of these genes, 48.7% of up-regulated genes and 49.2% of down-regulated genes were in common between the two genotypes at 360 min. These findings allowed us to simplify the analyses with stressors described below by simply using the wild-type pretreatment sample as the reference point for all subsequent analyses (i.e., the control). 

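Among the genes that rose in WT at 360 min without treatment were formate dehydrogenase loci: Mext_2105 had a log2 fold change of 1.95 (standard error 0.19, adjusted p = 1.96e-11, edgeR's quasi-likelihood test) and Mext_2104 one of 1.79 (standard error 0.28, adjusted p = 1.29e-06). Translation genes were among those that fell, with 6 of 23 lower in WT and 16 in the mutant, and none higher; the study chose this list from the genes raised by kanamycin in WT (8 and 17 when adjusted over the list alone). With an estimated correlation the list had adjusted p values of 0.0203 and 0.00759. In all, 152 genes (3.13%) rose and 69 (1.42%) fell in WT, and 241 (4.96%) rose and 151 (3.11%) fell in the mutant. With only the groups compared in the fit, 29 genes were called in WT and 74 in the mutant.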

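Shared between the strains at 360 min without treatment were 143 genes that rose and 63 that fell, 57.2% and 40.1% of those that rose or fell in either strain, and no gene changed in opposite directions. Independent lists of these sizes would share 7.54 and 2.14 genes.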

### 3.6. The Global Response to Formaldehyde Is Extensive and Predominantly Mediated by Rapid Action of EfgA

In wild type, by the earliest timepoint after formaldehyde treatment (5 min), cells were already differentially expressing 1783 genes, which is 37% of the 4829 protein-coding genes in *M. extorquens*. Of these, 935 genes were upregulated and 848 were downregulated (Figure 4, Figure 5 and Figure S2). 

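Mext_4519 and Mext_0488 had the largest rises in WT after 5 min of formaldehyde, with log2 fold changes of 9.93 (standard error 0.99, adjusted p = 7.84e-13) and 9.10 (standard error 0.45, adjusted p = 3.34e-25) by edgeR's quasi-likelihood test. Among the falls, Mext_1355 stood at -5.82 (standard error 0.37, adjusted p = 6.88e-21) and Mext_1356 at -5.54; the files do not pair these 4 loci with names. Transcripts of Mext_1355 went from 479 ± 52.2 CPM (SD, n = 3) before treatment to 8.33 CPM. In all, 1722 of 4860 genes (35.4%) passed the thresholds, of which 940 rose and 782 fell.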

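In WT, 2055 genes passed the thresholds at 20 min of formaldehyde (1065 rose, 990 fell), 2108 at 40 min (1102 and 1006) and 2293 at 180 min (1220 and 1073), by edgeR's quasi-likelihood test. Their median absolute log2 fold change was 1.92, 2.02 and 2.09, against 1.83 at 5 min. Mext_4519 reached 11.47 (standard error 1.05, adjusted p = 1.74e-14) at 180 min and Mext_0292 9.06, while Mext_0622 fell by 5.79 on the log2 scale.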

Over the next three timepoints (20, 40, 180 min) the response intensified both in the number of genes differentially expressed (2246) and the magnitude of the expression changes. A key feature in the response to formaldehyde was that the response in each timepoint was a superset of the previous timepoint. 

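Genes that rose at 5 min in WT mostly rose at 20 min as well: 889 genes rose and 737 fell at both times, 94.4% of those called at 5 min. From 20 to 40 min, 1012 rises and 919 falls were shared (94.0% of the earlier time), and from 40 to 180 min 1030 and 889 (91.0%). Of the genes called at 5 min, 89.4% were called in the same direction at 180 min. Part of these overlaps may come from the shared WT pretreatment libraries: in 20 simulations of unchanged genes, log2 fold changes at 5 and 20 min had a covariance of 0.0463 and shared 0 calls, against a covariance of 2.48 here; from 20 to 40 min the values were 0.0458 and 3.06, from 40 to 180 min 0.0457 and 3.34 and from 5 to 180 min 0.0457 and 2.61, with 0 simulated calls shared. With no gene changed, few could be called, so the 0 shared calls do not show what these libraries add among changed genes. Independent lists of these sizes would share 206 rises and 159 falls at 5 and 20 min, and 242 and 205 at 20 and 40 min. For 40 and 180 min these were 277 and 222, and for 5 and 180 min 236 and 173.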

The dramatic shift in the transcriptome began to subside by the 360 min time point (down to 18% of genes being differentially regulated, from a high of 47% at 180 min); this coincides with the previously described timepoint where formaldehyde was nearly cleared from the supernatant (<1 mM) and growth had resumed. 

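The heat shock protein Mext_4556 was among the largest rises left at 360 min, at 6.46 (standard error 0.43, adjusted p = 2.7e-19) by edgeR's quasi-likelihood test, beside Mext_4519 at 8.56. Mext_1337 and Mext_1338 had the largest falls, -4.74 and -4.48; the files pair none of the last 3 with a name. 1172 genes (24.1%) passed the thresholds, 706 up and 466 down, with a median absolute log2 fold change of 1.67. Of the genes called at 180 min (47.2%), 583 were still up and 397 still down, 42.7%, and 13 had changed direction; with the pretreatment libraries shared, simulated unchanged genes had a covariance of 0.0460 and shared 0 calls, the covariance here was 1.80, and independent lists would share 177 rises and 103 falls, so part of the overlap may come from these libraries. Genes simulated without change are rarely called, so the 0 shared calls say little about changed genes. With only the groups compared in the fit, 156 genes were called at 360 min.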

In the Δ*efgA* mutant, the response to formaldehyde was less extreme than that of wild type and subsided faster. 

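In the mutant after 5 min of formaldehyde, Mext_4519 rose by 9.93 (standard error 0.99, adjusted p = 2.3e-12) on the log2 scale and Mext_1338 and Mext_1337 changed by -3.64 and -3.52, by edgeR's quasi-likelihood test; the files do not pair these loci with names. 847 genes (17.4%) passed the thresholds, of which 503 rose and 344 fell. With only the groups compared in the fit, 529 genes were called. The calls include 9 of the 12 loci Mext_4377 to Mext_4388, 10 of which were nearly absent in the WT libraries that serve as reference.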

The mutant differentially expressed 696 genes (~14% of protein-coding genes in *M. extorquens*). This represented ~39% of the number of genes differentially expressed in wild type, though some expression changes were unique to the Δ*efgA* mutant. Additionally, in the Δ*efgA* mutant expression generally had more modest fold changes than wild type (Figure 4, Figure 5A and Figure S2). 

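Genes called in the same direction in both strains were mostly changed more in WT. At 5 min, 516 of 716 shared genes had the larger absolute log2 fold change in WT, with medians of 2.25 in WT and 1.87 in the mutant. The counts were 498 of 648 at 20 min (medians 2.48 and 1.69), 248 of 316 at 40 min and 60 of 84 at 180 min. Mext_1359 and Mext_1355, unnamed in the files, fell less in the mutant at 5 min, with interactions of 4.61 (standard error 0.49, adjusted p = 2.43e-10) and 4.55 (standard error 0.45, adjusted p = 5.01e-11) by edgeR's quasi-likelihood test.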

In the Δ*efgA* mutant, the number of differentially regulated genes peaked at 20 min, began to subside by 40 min, and was comparable to pretreatment samples by 180 min. 

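Mext_4519 stood at 9.95 on the log2 scale in the mutant at 20 min of formaldehyde, and Mext_1338 and Mext_1337 at -3.78 and -3.74, loci that the files do not name. By edgeR's quasi-likelihood test, 796 genes passed the thresholds at 20 min (465 rose, 331 fell), 429 at 40 min (274, 155), 124 at 180 min (60, 64) and 258 at 360 min (186, 72). The reference is WT pretreatment, so these counts include fixed differences between the strains. The deleted *efgA* was itself called as lowered at 180 min (-4.10) and 360 min (-3.68). Mext_4378, nearly absent in WT, was called as raised at 20 min (10.64). Against the untreated mutant of the same time, 75 genes were called at 180 min and 14 at 360 min. With only the groups compared in the fit, the counts at 40, 180 and 360 min were 235, 14 and 37, and at 360 min 129 genes were called without mutant replicate 2 and 170 without WT pretreatment replicate 2.

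**Figure D3:**
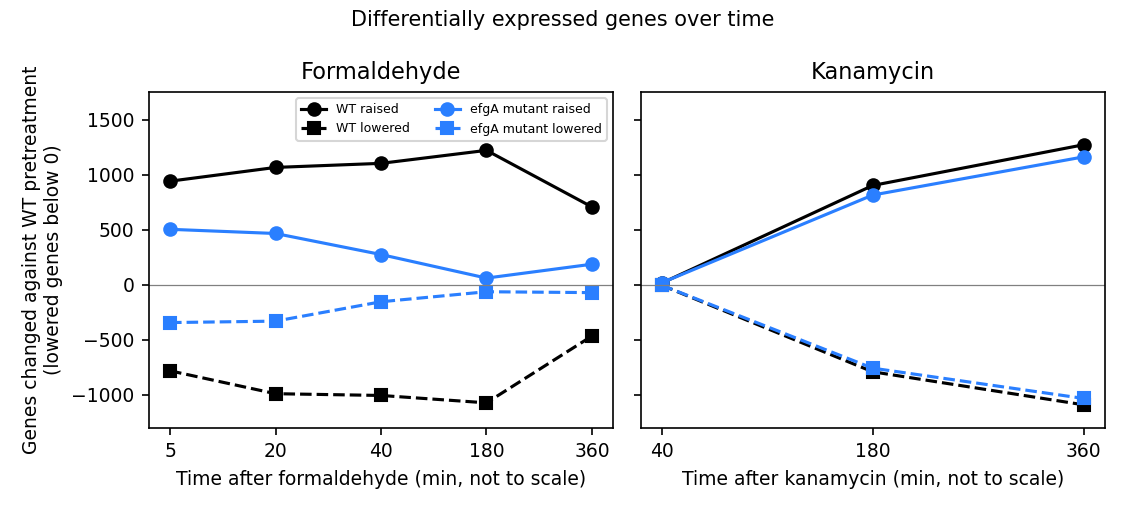
Number of genes past the thresholds over time (min) in each strain after formaldehyde and after kanamycin. Raised genes are drawn upward and lowered genes downward. At 180 min of formaldehyde the mutant has 60 raised and 64 lowered genes, where WT has 1220 and 1073.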

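Of the mutant's genes at 20 min of formaldehyde, 385 that rose and 252 that fell had done so at 5 min (80.03%). Of those at 40 min, 247 and 139 had changed the same way at 20 min (90.0%), and of those at 180 min, 44 and 43 had at 40 min (70.2%). Part of these overlaps may come from the WT pretreatment libraries that all these times share: simulated unchanged genes shared 0 calls and had covariances of 0.0456, 0.0460 and 0.0469 for the 3 pairs, where 1.10, 0.84 and 0.39 were found. The 0 shared calls say little about changed genes, since few genes can be called where none is changed. Independent lists would share 48.1 rises and 23.4 falls, 26.2 and 10.6, and 3.38 and 2.04. The median absolute log2 fold change of the genes called was 1.82 at 5 min, 1.61 at 20 min, 1.69 at 40 min and 1.55 at 180 min.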

In terms of intensity, the Δ*efgA* response got weaker from 5 min to 180 min, and the sets of genes that were differentially expressed at each time point were largely subsets of the ones from the previous timepoint. Collectively, these data indicate that the rapid response to formaldehyde is largely dependent upon EfgA. The EfgA-dependent response to formaldehyde accounts for 63% of the total transcriptional response.

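Most genes that WT changed after 5 min of formaldehyde did not pass the thresholds in the mutant: 1006 genes were called in WT alone, 54.3% of those called in either strain, and 131 in the mutant alone. Both strains raised 413 genes and lowered 303. At 20 min, 1405 genes were called in WT alone (63.8%). A difference between the strains' own changes from pretreatment passed edgeR's quasi-likelihood test for 275 genes at 5 min (146 higher and 129 lower in the mutant), 951 at 20 min, 1382 at 40 min, 1850 at 180 min and 731 at 360 min. Mext_3101 and Mext_2625, unnamed in the files, rose less in the mutant at 5 min, with interactions of -3.53 (standard error 0.63, adjusted p = 3.51e-05) and -3.43 (standard error 0.75, adjusted p = 0.000585). Both strains were compared with the same WT pretreatment libraries, so part of the shared calls may come from these. Unchanged genes simulated 20 times had a covariance of 0.0469, where 1.35 was found here. They shared 0 calls, but with no gene changed few could be called. Independent lists would share 97.3 rises and 55.4 falls. The interaction count at 5 min was 141 without mutant replicate 1 of that time, and 68 at 5 min and 230 at 360 min with only the groups compared in the fit, where Mext_3101 (adjusted p = 0.00391) and Mext_2625 (adjusted p = 0.012) were not called; Mext_2625 was also lost without mutant replicate 1 (adjusted p = 0.00421) and other single libraries. From the timing, size and gene sets of the responses together, the paper takes the rapid response to formaldehyde to depend largely on EfgA.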

### 3.7. Loss of Viability Precedes the Transcriptomic Response to Kanamycin 

Given that EfgA appears to act via inhibiting translation in response to elevated internal formaldehyde, we sought to compare this response to the classical translation-inhibiting antibiotic, kanamycin, whose mechanism of action is to bind the 30S subunit of the ribosome and inhibit translation. Kanamycin-treated cells were derived from the same untreated wild type and Δ*efgA* mutant cultures described earlier that were partitioned for treatment. 

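After 360 min of kanamycin, 1096 genes rose and 970 fell in both strains, 83.0% of those called in either, and after 180 min 753 rose and 691 fell in both (79.3%). Mext_1780, which the files do not name, rose by 10.85 on the log2 scale in WT and by 10.58 in the mutant at 360 min. By edgeR's quasi-likelihood test, 0 genes passed the thresholds for a difference between the strains' changes at 40, 180 and 360 min. The groups at 180 and 360 min hold 2 libraries per strain. In simulated counts with 3 libraries per group, the interaction test at 5 min of formaldehyde recovered 44 of 100 genes changed 3-fold, so differences may have been missed. An unadjusted p under 0.05 was found for 78, 88 and 139 genes, fewer than chance alone would give. DESeq2 called 2, 1 and 2 genes. Without mutant replicate 2, 1 gene was called at 180 min. Part of the overlap may come from the shared WT pretreatment libraries. At 360 min, simulated unchanged genes had a covariance of 0.0496, where 4.58 was found here. At 180 min these were 0.0462 and 2.32. The simulated genes shared 0 calls at both times, but with no gene changed few could be called. Independent lists would share 304 rises and 232 falls at 360 min, and 151 and 123 at 180 min.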

Upon kanamycin treatment, both genotypes exhibited comparable viability and transcriptomic responses. 

Monitoring growth of kanamycin treated cells by OD showed that the ODs of both genotypes continued to increase post-treatment and coincided with that of the untreated samples for at least 180 min and then plateaued (Figure 6A). Cell viability assays, however, showed that by 40 min, the viability of both genotypes had decreased by an order of magnitude and continued to fall rapidly (Figure 6B). These seemingly conflicting growth data are not uncommon as each of these approaches measure different features of growth. In light of the viability measurements, changes in OD cannot be attributed to proliferation. The increase in absorbance suggests that cells are increasing in size, a phenomenon that has been associated with stress and unchecked translation [45,46,47]. By the time the ODs plateaued (180 min), viability had already decreased by four orders of magnitude.

For transcriptomic analysis we used the wild-type untreated samples as the control for pairwise comparisons. 

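Chaperones were among the genes that rose after 40 min of kanamycin. The small heat shock protein Mext_4556 (Hsp20) had a log2 fold change of 3.15 (standard error 0.37, adjusted p = 1.14e-08) in WT and Mext_2346, the disaggregase ClpB, one of 2.46 (standard error 0.39, adjusted p = 2.25e-05), by edgeR's quasi-likelihood test. Of the paper's 10 protein stress genes, 5 rose in WT, the same count when adjusted over the list alone (list test adjusted p = 1.97e-22); the study chose this list from its formaldehyde response at 5 min, whose pretreatment libraries also serve here. In the mutant 5 of the 10 rose (list test adjusted p = 3.8e-27), among them Mext_4556 by 2.81 and Mext_2346 by 2.18 on the log2 scale. Both list tests used the preset correlation of 0.01, so these p values may be too small if the genes move together. In all, 19 genes passed the thresholds in WT (14 rose, 5 fell) and 22 in the mutant (17, 5); against the untreated culture of the same time the counts were 7 and 3, with DESeq2 29 and 34, and with only the groups compared in the edgeR fit 0 and 5. WT had 10 calls without WT pretreatment replicate 1 or 2, and the mutant 11 without WT pretreatment replicate 1 and 14 or 12 without its own replicate 2 or 3.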

Evaluation of the transcriptomes of the biological triplicates at 40, 180, and 360 min confirmed a near lack of a response at the 40 min timepoint with only 9 genes being differentially expressed. By 180 and 360 min, major changes in expression were observed (Figure S3). 

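Mext_0640 and Mext_4142, the latter in the *mxa* cluster, were among the genes that changed most in WT at 360 min of kanamycin, at 10.40 (standard error 0.42, adjusted p = 1.23e-29) and -8.72 (standard error 0.68, adjusted p = 1.82e-17) on the log2 scale by edgeR's quasi-likelihood test. At 180 min 1692 genes (34.8%) passed the thresholds, 901 up and 791 down, and at 360 min 2362 (48.6%), 1271 up and 1091 down. With only the groups compared in the fit, the counts were 909 and 1573. These groups hold 2 libraries per strain and time.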

In WT, 30.1% and 40.6% of genes were differentially expressed at 180 min and 360 min, respectively. Similarly, in the Δ*efgA* strain 27.5% and 37.5% of genes showed significant changes in expression at 180 min and 360 min, respectively. 

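In the mutant, Mext_0640 rose by 10.20 on the log2 scale at 360 min of kanamycin. By edgeR's quasi-likelihood test, 1572 genes (32.4%) passed the thresholds at 180 min (814 rose, 758 fell) and 2194 (45.1%) at 360 min (1161, 1033). Without mutant replicate 1 the counts were 1024 and 1342, and with only the groups compared in the fit 816 and 1429.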

For both strains, ~90% of the response at 180 min timepoint was a subset of the response that was amplified by 360 min (Figure S3). These data showed that the timescale of the formaldehyde response versus the kanamycin response are quite different. 

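In WT, 806 genes that rose and 718 that fell at 180 min of kanamycin did so at 360 min too, 90.1% of the earlier calls. In the mutant these were 706 and 669 genes (87.5%). Both times rest on the same WT pretreatment libraries, from which part of the overlap may come: simulated unchanged genes shared 0 calls with covariances of 0.0452 in WT and 0.0498 in the mutant, against 3.02 and 3.14 here. With no gene changed few could be called, so the 0 shared calls say little about changed genes. Independent lists would share 236 rises and 178 falls in WT and 194 and 161 in the mutant.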

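Genes changed by formaldehyde within 5 min included 477 that rose and 502 that fell after 180 min of kanamycin, and 52 that changed in opposite directions. Since both comparisons use the WT pretreatment libraries, part of the shared calls may come from these. Simulated unchanged genes had a covariance of 0.0460, against 1.49 here. They shared 0 calls, but with no gene changed few could be called. Independent lists would share 174 rises and 127 falls. In the *mxa* cluster, 10 of 13 genes fell at 40 min of formaldehyde (median log2 fold change -3.50), while the median at 40 min of kanamycin was -0.24 with no gene past the thresholds, and 11 fell at 180 min of kanamycin (median -4.46). The difference between the stressors at 40 min was not tested directly.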

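Ribosome and translation genes rose under kanamycin in both strains. In WT, 22 of the paper's 23 genes of translation and the ribosome rose at 180 min and 23 at 360 min, when Mext_4414 had a log2 fold change of 3.80 (standard error 0.47, adjusted p = 2.09e-10) and Mext_2741 one of 3.08 by edgeR's quasi-likelihood test. The list's median was 1.90 at 180 min and 2.23 at 360 min, with list test adjusted p values of 4.43e-09 and 5.41e-08 (0.0503 and 0.0427 with an estimated correlation). In the mutant 19 rose at 180 min (20 when adjusted over the list alone) and 23 at 360 min, with a median of 2.06 (adjusted p 0.0525 with an estimated correlation). The study chose this list from the genes raised in WT at 360 min, so the counts there are not independent evidence, and the strains and times share the pretreatment libraries.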

Among the functional categories that were enriched for in kanamycin-specific upregulated genes, unsurprisingly, were several related to translation and the ribosome (Figure S4). By contrast, enriched downregulated functional categories frequently contained metabolic genes, such as those related to the TCA cycle, cellular respiration, and glycolysis. This suggests that, transcriptionally speaking, kanamycin elicits a response focused on reviving translation while simultaneously attenuating cellular metabolism.

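Genes of the TCA cycle, of glycolysis and for cytochrome oxidases fell in WT at 360 min of kanamycin. Of 10 TCA cycle genes 9 fell (median -1.60, list test adjusted p = 0.000226), with Mext_1645 at -5.21 (standard error 0.28, adjusted p = 1.31e-24) and Mext_1801 at -2.26 on the log2 scale by edgeR's quasi-likelihood test. All 7 cytochrome oxidase genes tested fell (median -2.49, adjusted p = 0.000216), Mext_4335 by 3.88 and Mext_3262 by 3.83 on the log2 scale, and 3 of 5 glycolysis genes fell (median -1.41, adjusted p = 0.00357), among them Mext_2368 (-4.27). With an estimated correlation the adjusted p was 0.0427 for these lists. In the mutant 10 TCA cycle, 7 cytochrome oxidase and 2 glycolysis genes fell. Without WT replicate 1 of that time, Mext_1801 had -1.55 with an adjusted p of 0.00673 and was not called. The study chose these lists from the genes lowered in WT at that time, so the counts, the same when adjusted over the list alone, are not independent evidence.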

### 3.8. Response to Kanamycin and Formaldehyde Involve Shared Pathways

To assess the similarities and differences in the responses between these different mechanisms of translational arrest, we chose to compare the timepoints for wild type with the strongest overall responses to each stress: formaldehyde at 5 min, and kanamycin at 360 min. Remarkably, 46.3% of the total up-regulated genes and 51.9% of down-regulated ones were in common between these two treatments (Figure 5B and Figure S5). 

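Between formaldehyde at 5 min and kanamycin at 360 min in WT, 694 genes rose under both stressors, 45.8% of those raised by either, and 576 fell under both (44.4%). Mext_1780 rose under both, by 8.07 on the log2 scale with formaldehyde. Opposite changes were found for 57 genes, among them the formate assimilation gene Mext_1797, which rose with formaldehyde and stood at -2.60 with kanamycin. Of all genes called at 5 min of formaldehyde, 73.8% were called in the same direction with kanamycin. Both lists rest on the same WT pretreatment libraries, and part of the overlap may come from these. Simulated unchanged genes had a covariance of 0.0449, where 2.31 was found here. They shared 0 calls, but with no gene changed few could be called. Independent lists would share 246 rises and 176 falls. From the shared genes and the different fates of the cells, the paper proposes that many of them follow from inhibited translation.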

Since the outcomes of viability are so different, it is likely that many of these common genes represent the consequences of inhibited translation. If this is the case, the key differences in how EfgA interacts with formaldehyde to cause an immediate, but non-lethal pause of translation are likely in the unique genes, or those that experienced opposite directions of change between the two stressors. Despite the large number of overlapping genes, these fell into few enriched functional categories, particularly for genes that were upregulated. Interestingly, among shared downregulated genes, there was strong enrichment in categories related to flagellar motility, signal transduction, and electron transport (Figure S6). 

### 3.9. Response of Methylotrophy Genes

Formaldehyde is an obligate metabolic intermediate of methanol utilization. As such, formaldehyde derived carbon and electrons are catabolized and ultimately assimilated into biomass. Thus, we expected that there would be changes in the expression of enzymes in the C_1_ metabolism pathways following formaldehyde treatment in our experiment. With succinate initially provided as the sole source of carbon and energy, there is the potential for formaldehyde utilization to occur simultaneously after it is introduced (i.e., co-consumption). Succinate and methanol are co-utilized in this way by *M. extorquens* [48]. Alternatively, formaldehyde can shock the system as a stressor, in which case formaldehyde oxidation might be primarily used as a detoxification mechanism. To query the cellular response with regard to carbon substrate utilization, we analyzed gene expression of methylotrophy genes. Methylotrophy can be broken down into several components: methanol oxidation, formaldehyde oxidation, formate oxidation, and formate assimilation through the tetrahydrofolate-(H_4_F)-dependent pathway and then the serine cycle (Figure S7). We assessed the cellular response to formaldehyde for each of these metabolic functions.

#### 3.9.1. Methanol Oxidation

The *mxa* gene cluster encodes methanol dehydrogenase which is a PQQ-dependent enzyme that oxidizes methanol to formaldehyde during methanol utilization. 

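The *mxa* cluster, which encodes methanol dehydrogenase, fell in WT within 5 min of formaldehyde: 10 of 13 genes passed the thresholds, Mext_4141 with a log2 fold change of -3.46 (standard error 0.28, adjusted p = 2.01e-16) and Mext_4138 with -3.23, by edgeR's quasi-likelihood test. At 180 min 12 genes fell, the list ran from -5.12 to -0.97, and Mext_4141 stood at -5.12 (standard error 0.34, adjusted p = 1.33e-20). Medians were -2.50, -2.88 and -4.03 at 5, 20 and 180 min, and the counts were the same when adjusted over the list alone. The list test gave adjusted p values of 5e-07 at 5 min and 8.96e-09 at 180 min; with an estimated correlation they were 0.0863 and 0.0375.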

When wild type is treated with formaldehyde, the *mxa* gene cluster is strongly downregulated with genes demonstrating up to a 34× decrease in expression. Expression remained downregulated up to 16× by the 360 min time point, when exogenous formaldehyde is near extinction and cells are resuming growth. 

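At 360 min of formaldehyde, 11 of the 13 *mxa* genes were still lower in WT than before treatment, with a median log2 fold change of -2.91. Mext_4139 stood at -3.38 (standard error 0.34, adjusted p = 1.26e-12) and Mext_4141 at -3.30 by edgeR's quasi-likelihood test. For the list as a whole the adjusted p was 5.86e-15, and 0.00248 with an estimated correlation.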

The expression of the divergently transcribed methanol-regulated gene *mxaW* and PQQ biosynthetic genes were unchanged during the course of the experiment. 

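The paper's sheet groups 9 further loci under methanol oxidation, and the files do not pair them with the names of *mxaW* or the PQQ genes. Mext_4452 and Mext_4453 among them fell in WT at 5 min of formaldehyde, with log2 fold changes of -1.61 (standard error 0.17, adjusted p = 7.31e-13) and -1.59 by edgeR's quasi-likelihood test, and Mext_4452 stood at -2.29 at 20 min. The other 7 did not pass the thresholds at 5 min. Medians of the 9 loci were -0.21, -0.36, -0.44, -0.48 and -0.38 at 5, 20, 40, 180 and 360 min.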

In the Δ*efgA* mutant, the *mxa* gene cluster is downregulated to a lesser extent (up to 5.5×).

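In the mutant, 9 of 13 *mxa* genes fell at 5 min of formaldehyde (median log2 fold change -1.68), 10 at 20 min and 10 at 40 min (median -1.80 at both), and 1 at 180 min (2 when adjusted over the list alone). Mext_4138 stood at -2.67 (standard error 0.27, adjusted p = 2.18e-12) and Mext_4141 at -2.38 at 5 min by edgeR's quasi-likelihood test. The list test at 5 min gave an adjusted p of 8.81e-08, and 0.0267 with an estimated correlation. The smaller fall in the mutant passed the interaction test for 1 gene at 5 min (Mext_4144, lost with only the groups compared in the fit, adjusted p = 0.00942, and without mutant replicate 1, adjusted p = 0.00465), 5 at 20 min, 6 at 40 min and 10 at 180 min.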

#### 3.9.2. Formaldehyde Oxidation

Formaldehyde oxidation and detoxification involve the dH_4_MPT-dependent C_1_ transfer pathway. 

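Of 18 genes of formaldehyde oxidation, 1 rose and 3 fell in WT at 5 min of formaldehyde, the counts also when adjusted over the list alone. Mext_1829 rose by 1.13 (standard error 0.13, adjusted p = 1.22e-11) on the log2 scale, and Mext_1833 and Mext_1842 stood at -1.45 and -1.31, by edgeR's quasi-likelihood test; the files pair none of them with a name. At 20, 40 and 180 min 7 genes fell, with medians of -0.61, -0.58 and -0.67. Tested as a list, they had adjusted p values of 0.172 at 5 min and 0.0181 at 180 min, the latter 0.0687 with an estimated correlation.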

In wild type, expression of dH_4_MPT biosynthetic genes and those that encode dH_4_MPT pathway enzymes were not significantly different in untreated and formaldehyde-treated samples with the exception of *fhcABCD and OrfY*. The *fhc* genes, which encode the formyltransferase/hydrolase complex (Fhc) that releases formate, were downregulated up to 5.5×. 

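The largest fall among the 18 formaldehyde oxidation genes in WT was that of Mext_1825 at 180 min of formaldehyde, with a log2 fold change of -2.39 (standard error 0.22, adjusted p = 1.32e-14) by edgeR's quasi-likelihood test. Mext_1833 stood at -2.12 at that time. At 360 min 1 gene of the list was raised and the other 17 did not pass the thresholds.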

In the Δ*efgA* mutant, there were statistically significant but modest increases in expression of *fae*, *mtdB*, and *mch* at various time points but the largest contrast with wild type was seen in *fhcABCD* expression, which was unchanged. These data suggest that in response to formaldehyde, wild type may limit carbon flux by interfering with formaldehyde oxidation at the Fhc enzymatic step. 

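In the mutant, Mext_1829 of the formaldehyde oxidation list rose by 1.39 on the log2 scale at 5 min, 1.59 at 20 min and 1.63 (standard error 0.13, adjusted p = 1.61e-16) at 40 min, by edgeR's quasi-likelihood test. Mext_3930 rose by 1.25 at 20 min and Mext_1831 by 1.25 at 40 min. The counts of raised genes were 1, 2, 5 and 1 of 18 at 5, 20, 40 and 180 min, and the list test at 40 min gave an adjusted p of 0.000415. Mext_1825 was at 0.29 at 180 min in the mutant and did not pass the thresholds, with an interaction of 2.66 (standard error 0.30, adjusted p = 1.97e-11). The interaction test called 1 (Mext_1830, lost with only the groups compared in the fit, adjusted p = 0.00239), 6, 8 and 7 genes of the list as higher in the mutant at these times.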

A bottleneck imposed at the Fhc step could potentially restrict carbon flow by (i) limiting the synthesis of downstream intermediates (formate, H_4_F pathway intermediates) and (ii) leading to the accumulation of methenyl-dH_4_MPT, an intermediate in the dH_4_MPT pathway that regulates MtdA activity and prevents flux to assimilatory pathways via the Serine cycle [27]. 

#### 3.9.3. Formate Branchpoint

Formate is the main branchpoint in methylotrophic metabolism in *M. extorquens* where carbon flux can be partitioned to further generate energy by oxidation to CO_2_ or enter into a reductive pathway whereby formate carbon is transferred to tetrahydrofolate (H_4_F) carriers [26,49]. Upon introduction of formaldehyde, wild type increased expression of genes encoding formate assimilatory enzymes *ftfL*, *fch*, and *mtdA* but decreased the expression of H_4_F biosynthetic genes. 

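All 3 formate assimilation genes rose in WT at 5 min of formaldehyde, with a median log2 fold change of 1.93: Mext_0414 by 2.18 (standard error 0.18, adjusted p = 3.06e-16) and Mext_1797 by 1.93 (standard error 0.24, adjusted p = 2.15e-10), by edgeR's quasi-likelihood test. The list's adjusted p was 0.0166, and 0.115 with an estimated correlation. Of 6 genes of tetrahydrofolate synthesis, 3 fell at 5 min, 4 at 20 and 40 min and 5 at 180 min. Mext_2659 stood at -2.07 (standard error 0.21, adjusted p = 9.61e-13) and Mext_1812 at -1.50 at 5 min. The list's median was -0.96 at 5 min (adjusted p = 0.0376, 0.0923 with an estimated correlation) and -1.70 at 180 min. The files do not pair these loci with names, and the counts were the same when adjusted over the lists alone.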

Interestingly, assimilatory genes were also increased in the Δ*efgA* mutant but the expression of the H_4_F biosynthetic genes was unchanged. 

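In the mutant, the 3 formate assimilation genes rose at 5 min with larger log2 fold changes than in WT, a median log2 fold change of 3.10; Mext_1797 stood at 3.42 (standard error 0.25, adjusted p = 6.6e-18) and Mext_1798 at 3.10 by edgeR's quasi-likelihood test. The difference from WT passed the interaction test for 1 of the 3 (2 when adjusted over the list alone). All 3 were raised at 20 and 40 min (medians 2.90 and 2.89) and 2 at 180 min. In the tetrahydrofolate synthesis list, Mext_2659 fell at 5 min, at -1.31 (standard error 0.23, adjusted p = 4.24e-06), and the other 5 genes did not pass the thresholds. The call of Mext_2659 was lost against the untreated mutant of the same time (-0.84, adjusted p = 0.00242) and with only the groups compared in the fit (-1.35, adjusted p = 0.00267). The strains differed by the interaction test in 2 genes of that list at 20 min (3 when adjusted over the list alone), 3 at 40 min and 4 at 180 min.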

As formaldehyde can spontaneously react with H_4_F to form methylene-H_4_F—the entry point of the serine cycle—at a slow rate, decreasing H_4_F biosynthesis may be a strategy for controlling flux to assimilation pathways or preventing accumulation of C_1_-H_4_F pool depletion in the presence of excess formaldehyde.

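Formate dehydrogenase genes were raised in both strains at 5 min of formaldehyde: 5 of 10 rose and 1 fell in WT, and 5 rose in the mutant. Mext_4404 had a log2 fold change of 6.21 in WT and 5.52 in the mutant, and Mext_4405 4.84 and 5.00. The difference between strains passed edgeR's quasi-likelihood test for 1 gene at 5 min (Mext_4406, lost with only the groups compared in the fit, adjusted p = 0.00108), 2 at 20 min and 2 at 40 min, each higher in the mutant. At 180 min, 2 were higher and 2 lower, and at 360 min 2 were lower.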

Overall expression of each of four formate dehydrogenases was comparable between genotypes. 

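Over time in WT, 5 formate dehydrogenase genes were raised at each of 5, 20, 40, 180 and 360 min. Mext_4582 was at -1.04 (standard error 0.18, adjusted p = 1.94e-06) at 5 min and Mext_0390 at -1.40 at 180 min, when 3 genes fell, by edgeR's quasi-likelihood test. Mext_4582 did not pass the thresholds with the sequencing set as a term (-0.96), against the untreated culture of the same time (-0.91) or without WT replicate 2 of that time (-0.97). At 360 min Mext_4404 stood at 4.12 and Mext_2104 at 4.03. The list test gave an adjusted p of 0.0166 at 5 min (0.0923 with an estimated correlation) and 9.74e-05 at 360 min. In the mutant 5 genes were raised at 20 and 40 min, 4 at 180 min and 2 at 360 min; the files do not pair the loci with *fdh* names.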

The expression of *fdh2* and *fdh4AB* were upregulated while that of *fdh1AB* was unchanged and *fdh3ABC* was modestly decreased (~2×). 

#### 3.9.4. Serine Cycle

Because the wild-type strain reached a higher final cell density in the presence of formaldehyde, we concluded that formaldehyde carbon could be captured for biomass. However, as wild type was growth-arrested in the presence of formaldehyde for at least 6 h we predicted that genes in the serine cycle pathway might be downregulated early on and increase later as cells resumed growth and used formaldehyde or formaldehyde-derived formate. However, in wild type, many serine cycle genes were strongly upregulated by the 5 min timepoint and remained elevated through the 360 min timepoint. 

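Of 29 serine cycle genes, 9 rose and 2 fell in WT at 5 min of formaldehyde. Mext_4797 rose by 4.77 (standard error 0.40, adjusted p = 6.19e-16) on the log2 scale and Mext_1799 by 4.08, and Mext_1643 and Mext_3602 stood at -1.29 and -1.07, by edgeR's quasi-likelihood test. Both of these falls were lost against the untreated culture of the same time (-0.94 and -0.73), with only the groups compared in the fit, without WT pretreatment replicate 3 (-0.86 and -0.79) and without any 1 of the 3 WT libraries at 5 min, and that of Mext_3602 with the sequencing set as a term (-0.84). The counts of raised and lowered genes were 9 and 1 at 20 min, 7 and 3 at 40 min, 6 and 6 at 180 min and 3 and 7 at 360 min. At 360 min Mext_4797 was at 2.25 and Mext_3604 at -2.04. The list's median was 0.06 at 5 min and -0.45 at 360 min, with adjusted p values of 0.0166 and 0.029 (0.133 and 0.224 with an estimated correlation). The paper proposes that transcription of these genes is not tightly linked to the control of carbon flux.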

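In the mutant, 12 serine cycle genes rose and 2 fell at 5 min of formaldehyde, with Mext_1800 at 5.01 (standard error 0.29, adjusted p = 3.52e-22) and Mext_1799 at 5.01 by edgeR's quasi-likelihood test. The falls at 5 min did not hold in every setting: Mext_0978 had -0.94 against the mutant's own pretreatment, -0.92 against its untreated culture and -0.87 with the sequencing set as a term, and Mext_1643 was lost against the untreated culture (adjusted p = 0.0019) and without WT pretreatment replicate 3 (adjusted p = 0.00162). At 20 min 11 rose and 2 fell, with Mext_1643 lost against the own pretreatment (adjusted p = 0.00102), at 40 min 11 rose, and at 180 min 1 rose and 1 fell (3 and 1 when adjusted over the list alone). As a list they had an adjusted p of 4.08e-10 at 5 min and 0.00015 with an estimated correlation. Strains differed by the interaction test in 4 genes at 5 min (5 when adjusted over the list alone), all higher in the mutant, and in 8 at both 20 and 40 min and 10 at 180 min.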

The response in the Δ*efgA* mutant was comparable to that of wild type during the early time points (5, 20, 40 min) but expression differences were widely gone by 180 min. Collectively, our data suggest that the regulation of transcription of serine cycle genes is not tightly linked to controlling carbon flux through the assimilatory pathways under these conditions.

Our data suggest that the Δ*efgA* mutant simultaneously uses succinate and formaldehyde, which is consistent with previous work that demonstrates that when given the opportunity, *M. extorquens* will co-consume multi- and single-carbon growth substrates [48]. By contrast, wild type appears to delay consumption of and growth upon succinate until formaldehyde concentrations in the media have been drawn down to sub-inhibitory levels.

### 3.10. Wild-Type Response to Formaldehyde

To understand the wild-type transcriptional response to formaldehyde beyond methylotrophy genes, we identified functional classes of genes that were over-represented in our RNAseq analysis by gene enrichment using Database for Annotation, Visualization and Integrated Discovery (DAVID) [40,41]. For genes differentially expressed at the 5 min timepoint, the Functional Annotation Clustering tool identified 61 clusters in the upregulated gene set, which included 793 genes, and 51 clusters in the downregulated gene set, which included 795 genes. DAVID could not annotate 10 and 53 genes in the upregulated and downregulated gene sets, respectively; thus they were excluded from clustering analysis. Each cluster was ranked by an enrichment score, the geometric mean (in log scale) of its component member’s *p*-values; clusters that did not contain at least one member with *p*-value of <0.05 are not described here.

The clustering analysis revealed 14 enriched categories of upregulated genes and 21 categories of downregulated genes (Figure S8). The upregulated gene categories spanned diverse cellular processes from transcription to central carbon metabolism to metal binding. Due to their potential role in mitigating formaldehyde-induced damage, the DNA recombination/transposition and heat shock protein categories were notable (Figure 7). The DNA recombination category was composed of transposases (n = 6), resolvases (n = 3), integrases (n = 2), and genes known to be involved in recombination pathways such as *recA* and *recO*. 

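All 13 genes of the paper's DNA recombination list rose in WT at 5 min of formaldehyde, with a median log2 fold change of 1.36. Mext_0767 rose by 2.75 (standard error 0.37, adjusted p = 3.46e-09) and Mext_3788 by 2.51, by edgeR's quasi-likelihood test; the files do not pair them with names. At 20 and 40 min 12 were raised, at 180 min 10 and at 360 min 6 (7 when adjusted over the list alone). The list test at 5 min gave an adjusted p of 0.00249, and 0.0863 with an estimated correlation. The study chose the list from these samples' raised genes, so the count at 5 min is not independent evidence.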

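Heat shock proteins and chaperones rose in WT at 5 min of formaldehyde. The small heat shock proteins Mext_4263 and Mext_4556 had log2 fold changes of 4.09 (standard error 0.40, adjusted p = 1.72e-13) and 3.79 (standard error 0.38, adjusted p = 5.83e-13), and ClpB (Mext_2346) and DnaK (Mext_2960) 1.91 and 1.62, by edgeR's quasi-likelihood test. DnaJ (Mext_2961) and Hsp90 (Mext_1028) did not pass the thresholds, at 0.04 and -0.22. Of the paper's 10 protein stress genes 6 rose at 5 min, 7 at 20 and 40 min and 8 at 180 min (9 when adjusted over the list alone), with medians of 1.50, 2.00, 2.18 and 3.01. The list's adjusted p at 5 min was 0.0127, and 0.224 with an estimated correlation; the study chose this list on these samples, so the count is not independent evidence.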

The heat shock category contains heat shock proteins (n = 3), as well as the chaperones DnaK and ClpB, the latter of which can function as unfoldases and disassemble protein aggregates. The 21 downregulated categories included multiple aspects of signal transduction, including cyclic nucleotide metabolism and two-component regulatory systems as well cell wall biosynthesis and motility.

### 3.11. Investigating Known Modulators of Formaldehyde Tolerance 

We wanted to understand the potential roles of genes we previously found to be implicated as relevant to the cellular response to formaldehyde. These genes were identified in one of three ways: (1) genes for which mutations were identified that led to increased formaldehyde resistance and growth on formaldehyde as a sole substrate, (2) the formaldehyde stress response of methanol-grown stationary-phase cultures to initiating growth in methanol supplemented with 4 mM formaldehyde resistance, or (3) the small number of genes with differential expression in a population with high phenotypic tolerance to formaldehyde [28,50].

The first comparison involves beneficial mutations identified when *M. extorquens* was previously evolved in the laboratory to use formaldehyde as a growth substrate. In these experiments, mutations in *efgA* were the predominant class, however, point mutations in *def* (peptide deformylase), *ttmR* (MarR-like homolog) [51], and *efgB* (predicted adenylyl cyclase) were found to modulate formaldehyde tolerance as well. To assess the potential role of each of these genes in the wild-type response to formaldehyde, we examined their expression as well as that of a second, distant homolog to def (Mext_3949) and *efgA* (Mext_4271) that are present in the genome (Table S4). 

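The homolog of *efgA*, Mext_4271, had log2 fold changes of 0.64, 0.51, 0.79, 0.31 and 0.48 in WT at 5, 20, 40, 180 and 360 min of formaldehyde, none past the thresholds by edgeR's quasi-likelihood test, with an adjusted p of 0.00209 at 5 min and 0.000221 at 40 min. The homolog of *def*, Mext_3949, had 0.24, 0.64, 0.73, 0.80 and -0.01 at these times, none past the thresholds, with an adjusted p of 0.00532 at 180 min. In the mutant, Mext_4271 rose at 5 min by 1.06 (standard error 0.20, adjusted p = 1.62e-05), a call lost without mutant replicate 1 (0.66), without WT pretreatment replicate 1 or 2 (0.92 for either) and with only the groups compared in the fit (adjusted p = 0.0313). Without WT pretreatment replicate 3, the gene was called in WT at 40 min (1.04). The files do not pair *def*, *ttmR* or *efgB* with a locus.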

With the exception of *efgA* and *efgB*, the expression of all of the genes was unchanged by formaldehyde. By the 5 min timepoint *efgA* expression had increased by 3.7× and by the 180 min timepoint, expression was maximal (>17×) (Figure S9A). expression of *efgB* increased more gradually: unchanged at 5 min, 1.5× at 20 min, 1.8×at 40 min and also maximal at 180 min (3.9×) (Figure S9B). 

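*efgA* (Mext_4158) was 3.83-fold higher in WT at 5 min of formaldehyde than before treatment, with a log2 fold change of 1.94 (standard error 0.62, adjusted p = 0.00571) that did not pass the thresholds by edgeR's quasi-likelihood test. It rose 7.75-fold at 20 min (adjusted p = 6.12e-05), 13.2-fold at 40 min (adjusted p = 1.97e-06) and 17.9-fold at 180 min (adjusted p = 2.62e-07). At 360 min it was 4.49-fold higher (adjusted p = 0.0031), not past the thresholds. The call depended on the fit: at 5 min it was made with the sequencing set as a term (adjusted p = 0.000201), with only the groups compared (adjusted p = 0.000311) and against the untreated culture of the same time (adjusted p = 0.000781), at 360 min with the sequencing set (adjusted p = 0.000424) or the replicate block (adjusted p = 0.000668), and at both times with the untreated 20 min replicate 3 libraries of both strains removed, chosen after seeing the data (adjusted p = 3.25e-05 and 1.29e-05). At 20 min it was lost without WT pretreatment replicate 1 or 2. CPM of the gene went from 331 at 5 min to 1543 at 180 min and 389 at 360 min, with replicates from 170 to 553 at the last. Kanamycin raised *efgA* in WT 18.5-fold at 180 min and 16.1-fold at 360 min.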

Interestingly, although the Δ*efgA* mutant had an overall subdued response when compared to wild type, changes in *efgB* expression were observed much sooner; 2.5× at 5 min, 3.1× at 20 min and subsiding by 40 min (2.0×). These data demonstrate that *efgA* and *efgB* are upregulated in response to formaldehyde and that the temporal response of *efgB* is sped up in the absence of EfgA. 

The second comparison we made was between the formaldehyde stress response of mid-exponential phase succinate-grown cells and methanol-grown stationary phase cells, as was used previously [50]. In the previous experiment, transcriptomics was performed four hours after formaldehyde exposure by inoculation of stationary phase cells into fresh medium; in these conditions, formaldehyde toxicity leads to death of the majority of the cells within the population. In this ‘death phase’, ~54% of genes were significantly up- or down-regulated. (Log2FC > 1, padj < 0.001). To determine whether the formaldehyde stress response was conserved between treatments, we compared trends in gene expression between them, using only genes that were differentially expressed in mid-exponential succinate-grown (Figure S10). Overall, there was a positive correlation between the two responses. There were expression changes that were anti-correlated, however, given that the fates of cells in these two treatments are so distinct (quiescent versus death), it was unsurprising to find at least some differences.

The third comparison was between the formaldehyde stress response studied here and the limited number of genes identified as DEGs when selection for high phenotypic tolerance within wild-type *M. extorquens* resulted in a population with an elevated spectrum of formaldehyde tolerance [50]. Transcriptomic analysis of a subpopulation with increased formaldehyde tolerance found that tolerant cells had a distinct transcriptomic profile that consisted of 24 differentially expressed genes. To determine if these genes had a general role in the wild-type response to formaldehyde, we examined their expression in both treated and untreated conditions (Figure S11). 

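Of 26 genes linked to the formaldehyde-tolerant subpopulation, 17 changed in WT at 5 min of formaldehyde by edgeR's quasi-likelihood test, of which 16 fell and 1 rose. The rise, of Mext_3507, was lost with the sequencing set as a term (adjusted p = 0.00113), without any 1 of the 3 treated libraries and without WT pretreatment replicate 2 (adjusted p = 0.0147) or 3 (adjusted p = 0.0022). In the untreated culture at 5 min, 0 passed the thresholds by the same test and 17 had an unadjusted p under 0.05. At 360 min without treatment, 14 rose (16 when adjusted over the list alone) and 2 fell, among them Mext_3499 at 3.25 (standard error 0.45, adjusted p = 1.63e-07), Mext_0564 at 2.89 and Mext_3501 at -1.60 on the log2 scale. 9 of the 26 changed in neither culture at 5 min.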

While about a third of the genes were unchanged in the untreated and the formaldehyde-treated conditions, the rest were either differentially expressed in both conditions or only upon formaldehyde treatment. In instances where genes were differentially expressed in both conditions, the Log2FC were much larger in the formaldehyde-treated samples. 

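At 5 min, 21 of the 26 genes had the larger absolute log2 fold change with formaldehyde, and 21 moved in the same direction in both cultures. The cultures share their pretreatment libraries. In 20 simulations of unchanged genes, 16.8 of the 26 had the same direction at the mean and 22 at most. At the mean 12.1 and at most 16 were larger in the treated culture. These values leave out any effect of formaldehyde. Simulated genes also varied independently, while many of the 26 are neighboring loci, so the simulated ranges may be too narrow. Mext_3499 stood at -4.18 (standard error 0.52, adjusted p = 5.43e-10) with formaldehyde by edgeR's quasi-likelihood test and at -1.07 without treatment. The median over the list was -3.83 with formaldehyde (list test adjusted p = 1.11e-06, 0.0923 with an estimated correlation).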

### 3.12. In the Absence of EfgA Cells Have Increased Response to Proteotoxicity and Genotoxicity

Thus far, our analyses showed that in both genotypes there is a strong transcriptional response to formaldehyde stress. To understand the beneficial role of EfgA, we sought to examine which aspects of the transcriptome were changed in the Δ*efgA* mutant upon formaldehyde exposure but not in the wild type. We reasoned that, in the absence of the standard formaldehyde response machinery, the cells might more severely experience the stress that EfgA would typically shield them from. Therefore, we compared the expression fold-changes between the two genotypes at each of the early timepoints (5, 20, 40, 180 min) and extracted the genes that were shown to be differentially expressed only in the Δ*efgA* mutant at any of these times. For those genes, we investigated the full temporal response in both genotypes. 

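Of the genes called in the mutant and not in WT at a time from 5 to 180 min, 247 in all, 184 were called in the same direction in WT at a later time. DnaJ (Mext_2961) was such a gene: at 5 min its log2 fold change was 1.46 in the mutant, with an interaction of 1.44 (standard error 0.22, adjusted p = 2.03e-06) by edgeR's quasi-likelihood test, and at 360 min it was 1.02 in WT. For 122 of the 247 genes the difference between strains itself passed the test at 1 or more times.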

From these analyses, three patterns emerged: First, in many instances a similar expression change occurred in both genotypes but occurred much earlier in the Δ*efgA* mutant. Thus, these expression patterns were analogous to that of *efgB*, described above. 

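52 of these genes were never called in WT through 360 min, and 16 of them differed between the strains by the interaction test. The 52 include 9 raised loci of the run Mext_4377 to Mext_4388, of which 8 (all but Mext_4381) were nearly absent in WT.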

Second, there were instances where the expression of a gene was only different in the Δ*efgA* mutant. 

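Among all genes called in the mutant at 5 to 180 min, opposite changes were called in WT at the same time for 16 genes, and at any time for 26.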

Third, and least common, there were instances where the genotypes elicited opposite expression changes for a given gene. 

We hypothesized that genes that were differentially expressed in the Δ*efgA* mutant but not WT would be indicative of formaldehyde-induced stress experienced when EfgA was not present. 

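Of the genes called in the mutant alone at a time, 156 rose and 91 fell. Those never called in WT from 5 to 180 min numbered 102, with 65 raised and 37 lowered. Of the raised, 10 lie in the run Mext_4377 to Mext_4388, 8 of them (all but Mext_4380 and Mext_4381) nearly absent in WT, so a call there can come from the difference between the strains alone; Mext_4378 stood at -0.25 on the log2 scale at 5 min against the mutant's own pretreatment. Against each strain's own pretreatment, an alternative added to these counts after seeing the data, 234 genes were called in the mutant and not in WT.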

We performed enrichment analyses on this set of 212 genes (134 upregulated, 78 downregulated) (Figure 8). 

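Chaperones rose in the mutant at 5 min of formaldehyde, in 8 of the 10 protein stress genes. Mext_4556 (Hsp20) stood at 6.33 (standard error 0.43, adjusted p = 3.58e-19), ClpB (Mext_2346) at 3.98 (standard error 0.42, adjusted p = 6.99e-12), DnaK (Mext_2960) at 2.86 and GroEL (Mext_4782) at 2.34, where WT had 1.38, by edgeR's quasi-likelihood test. The change was larger in the mutant for 9 of the 10, with Mext_4263 the exception at 3.15. The interaction test called 1 of them, and 4 when adjusted over the list alone; ClpB had 2.09 (standard error 0.53, adjusted p = 0.00294) and Mext_4556 2.11 (standard error 0.50, adjusted p = 0.00119), short of the threshold. The list test gave an adjusted p of 1.88e-10 in the mutant and 0.00253 with an estimated correlation, and 0.13 for the difference between strains with an estimated correlation. At 20 min 9 of the 10 were raised, at 40 min 7 and at 180 min 1, while at 180 min 6 were lower in the mutant than in WT by the interaction test. The study chose this list on these samples, so the count is not independent evidence. From the larger rises in the mutant, the paper proposes that it may experience more protein stress.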

Although fewer categories emerged compared to WT, again categories related to protein homeostasis and DNA Metabolism & Repair were highly represented in the upregulated genes. examination of those in the Protein Folding category of the Δ*efgA* mutant and the Heat Shock category of WT showed that even when both strains were upregulated for a particular gene, the Δ*efgA* mutant generally showed more significant increases in expression (Figure 7A). Considering that the Δ*efgA* mutant has a subdued global transcriptional response compared to WT, these data suggest that the Δ*efgA* mutant may experience more potent protein stress despite the greatly muted physiological response in terms of growth. We similarly examined the two DNA-related categories upregulated in the Δ*efgA* mutant (Nuclease activity and DNA metabolism & repair). 

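Of 12 loci in the nuclease and DNA repair categories, 7 rose in the mutant at 5 min of formaldehyde and none did in WT by edgeR's quasi-likelihood test. Mext_4055 stood at 2.04 (standard error 0.22, adjusted p = 1.35e-11) in the mutant and 0.23 in WT, and Mext_2380 at 1.84 and 0.35. The change was larger in the mutant for 11 of the 12, and the interaction test called 5, among them Mext_4055 at 1.80 (standard error 0.30, adjusted p = 1.03e-05) and Mext_2380 at 1.51. At an unadjusted p under 0.05, 7 differed. Mext_2460 had 0.93 in the mutant and 0.96 in WT. Mext_2961 (DnaJ) is among the 7 raised and the 5 called, and it also belongs to the protein stress list. There it is the gene that passed the interaction test, so the lists are not separate evidence for it. The study chose the loci from genes called in the mutant alone, so these counts are not independent evidence.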

Between the two categories we identified 12 unique genes and again found that the Δ*efgA* mutant generally showed larger increases in expression among them (Figure S12). Notably, these genes do not overlap with those of the WT DNA recombination/transposition category, which were nearly all more significantly upregulated in WT compared to the Δ*efgA* mutant (Figure 7B). It is possible that in the Δ*efgA* mutant, where cell growth and DNA replication continued despite toxic levels of formaldehyde, there is more extensive DNA damage experienced than is sustained by WT under the same conditions. 

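The 12 loci share 0 members with the 13 genes of DNA recombination. Of those 13, 2 rose in the mutant at 5 min (median log2 fold change 0.51; Mext_1051, 1 of these, was lost without mutant replicate 3, adjusted p = 0.00405), and 11 changed less than in WT. Mext_0767 stood at 1.18 in the mutant, with an interaction of -1.79 (standard error 0.60, adjusted p = 0.0269), and Mext_2601 at 2.04 where WT had 1.28. At 5 min 0 genes passed the interaction test by edgeR's quasi-likelihood test, and 9 had an unadjusted p under 0.05; 4 were lower in the mutant at 20 min (7 when adjusted over the list alone), 8 at 40 min and 10 at 180 min. The study chose this list from the genes raised in WT at 5 min, so smaller changes in the mutant are not independent evidence of a difference.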

## 4. Discussion

Formaldehyde generation is intrinsic to metabolism in all domains of life. In methylotrophs, formaldehyde is generated through high flux methanol utilization pathways and is present intracellularly in substantial amounts during growth on methanol. In *M. extorquens*, the formaldehyde oxidation pathway is the first line of defense for excess formaldehyde as it naturally detoxifies formaldehyde [25]. In such a system, formaldehyde stress, and perhaps even accumulation, are likely to occur upon particular metabolic perturbations. However, the global response to formaldehyde stress is unknown. By characterizing the temporal transcriptional response to exogenously supplied formaldehyde we gained critical insight into the formaldehyde stress response of *M. extorquens* and the role that EfgA, a recently identified formaldehyde sensor, plays in that response. 

In wild type, the response to formaldehyde is rapid and immense. For this work, we opted to treat early exponential phase, succinate-grown cells with 5 mM formaldehyde. In these conditions, where formaldehyde is not generated as a central carbon intermediate, we anticipated that cells would not be ‘primed’ for formaldehyde exposure. Still, the response was rapid; by our earliest timepoint (5 min), 1783 genes (37% of genome) were differentially expressed in response to formaldehyde. Notably included in this early response was a significant downregulation of genes encoding methanol dehydrogenase and the last step in the formaldehyde oxidation pathway, catalyzed by Fhc. As formaldehyde is typically generated by methanol dehydrogenase during growth on methanol, it stands to reason that the response represented negative feedback to cut off excess formaldehyde at the source. Alternatively, a decrease in Fhc activity potentially contributes to eliminating excess formaldehyde through accumulation of methenyl-dH_4_MPT, known to increase Fae activity (i.e., consumption of free formaldehyde) by an unknown mechanism [27]. Beyond C_1_ pathways, wild-type induces a number of genes involved in protein and DNA stress, both of which could be expected as formaldehyde has numerous targets to invoke damage. 

Formaldehyde cytotoxicity has typically been attributed to the damage it causes to DNA. In many organisms, such as *Salmonella enterica* and *Escherichia coli*, but this simple interpretation is confounded by conflicting data [52,53,54,55,56]. Inconsistent phenotypes have also been reported in formaldehyde exposure studies used to understand the tolerance of human cell lines to DNA-protein crosslinks [57,58,59,60,61]. Furthermore, formaldehyde is also toxic in non-dividing neural cells that should be tolerant to transient DNA-protein crosslinks [62,63]. In one study, researchers challenged the notion that formaldehyde cytotoxicity was due to DNA damage and demonstrated that formaldehyde was in fact a proteotoxic stressor that caused the accumulation of misfolded proteins across various human cell lines [64]. In the wild-type response, upregulation of genes involved in DNA recombination and transposition included *recA*, a gene typically associated with the SOS response. The SOS response is a bacterial response to DNA damage that simultaneously repairs DNA damage and can produce adaptive mutations as a means of survival [65] while homologous recombination has been shown to be important for resolving formaldehyde-induced DNA-protein crosslinks [58]. This suggested that part of the wild-type response to formaldehyde aims at reversing formaldehyde-induced DNA damage. Notably, in the Δ*efgA* mutant, the SOS response was also muted; however, two distinct groups of genes associated with DNA metabolism were enriched for in that strain. These upregulated genes included nucleases and DNA repair proteins and in wild type, the expression of these genes was nearly unchanged. This finding suggested that the Δ*efgA* mutant failed to activate the SOS response and likely experienced DNA damage that wild type did not. Further, as the Δ*efgA* mutant was actively dividing, even after formaldehyde treatment, we suspect that there was a distinct burden on the Δ*efgA* mutant to maintain the integrity of its genome. 

By including both the wild type and the Δ*efgA* mutant, lacking the recently identified formaldehyde sensor EfgA, we found that the observed global response is largely mediated by EfgA. EfgA is predicted to induce translational arrest in the presence of elevated formaldehyde and thus, protect cells from formaldehyde-induced protein damage [28,51]. We hypothesized that cells lacking EfgA would show signs of increased protein stress such as upregulation of chaperone and heat shock proteins. We did not anticipate, however, that cells lacking EfgA would have a dampened response to formaldehyde altogether, only changing expression of ~37% as many genes as wild type. Additionally, the magnitude of the fold changes for differentially expressed genes was overall decreased and the Δ*efgA* strain returns to its pretreatment state even when formaldehyde is still present. Notably, despite the lessened global response to formaldehyde, the Δ*efgA* mutant exhibited stronger signs of increased protein stress, when compared to wild type. In both strains, gene ontology analyses indicated that protein folding/stress genes were upregulated but significantly moreso in the Δ*efgA* mutant. Together, these data support our initial hypothesis of heightened protein stress but also suggest that the role of EfgA extends beyond protecting the proteome. It is further possible that EfgA may mediate a transcriptional response to formaldehyde via its impact on translation, as transcriptional regulation can certainly be linked to translation [66,67].

The difference between EfgA-formaldehyde-mediated translational arrest and that of kanamycin, a known translational inhibitor, was stark. In comparing the response of wild type and the Δ*efgA* mutant to kanamycin, there were no notable differences between genotypes which further confirmed that the impact of EfgA is specifically dependent on formaldehyde. In both strains, significant death occurred with kanamycin treatment. Curiously, death preceded the transcriptional response. By 40 min, even when 10% of the population had already died, there was essentially no population-level transcriptional response. Eventually a distinct transcriptomic profile emerged which bore some overlap with translational inhibition by EfgA-formaldehyde. These differences emphasized the significantly different timescales of the transcriptional response to EfgA-formaldehyde versus kanamycin but showed that there were commonalities, including enriched downregulation of genes related to motility and signal transduction pathways. This response may stem from cells attempting to conserve energy under the heavy stress cessation of translation imposes. One possible explanation for the lack of an early kanamycin response is that cells do not have a mechanism for rapid, uniform detection of kanamycin as they do for formaldehyde. As a minority of cells begin to experience kanamycin stress and succumb to death, their transcriptional response may be overshadowed by the bulk population. When a distinct transcriptional response to kanamycin eventually emerged, it displayed enriched upregulation of translation-related functions and downregulation of other cellular metabolic processes. Intriguingly, despite the rapid cessation of translation provided by EfgA under formaldehyde stress, we do not detect enrichment of translation-related genes in wild-type exposure to this stressor.

Herein, we demonstrate that *M. extorquens* has a rapid, coordinated response to formaldehyde stress that is largely mediated by EfgA. This response induces growth arrest; however, arrested cells maintain metabolic activity and degrade free formaldehyde present in the environment. The arrested cells also launch a coordinated transcriptional response that targets genes to (i) minimize the biosynthesis of free formaldehyde, (ii) increase formaldehyde consumption by Fae, and (iii) mitigate DNA and protein toxicity. In the absence of EfgA, cells continue to grow in spite of exogenous formaldehyde and by comparison to wild type have a lessened but still impressive response to formaldehyde. We hypothesized that if EfgA protects the cells from formaldehyde-induced stress, it is likely that bypassing the EfgA-mediated response would negatively impact cells. The decreased growth rate of the Δ*efgA* mutant in the presence of formaldehyde supported this hypothesis. In the absence of EfgA the transcriptional response that is unique, including the upregulation of genes involved in DNA/protein stress and the downregulation of genes involved in cell envelope metabolism, transport, and metal binding, suggest that the mutant experiences increased formaldehyde stress. Thus, we conclude that in addition to EfgA arresting growth and translation, it also functions directly or indirectly as a sizable contributor to the transcriptional formaldehyde stress response in *M. extorquens*.

## Figures and Tables

**Figure 1:**
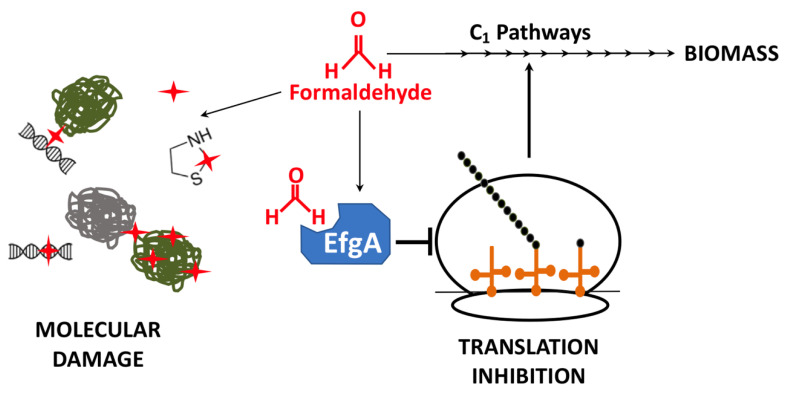
Fate of formaldehyde in *M. extorquens*. In one-carbon (C_1_) metabolic pathways of *M. extorquens*, formaldehyde is oxidized and used as a source of carbon and energy for biomass production. When levels of formaldehyde are excessive, free formaldehyde can form adducts on and/or crosslink a number of molecules (red stars), including proteins and nucleic acids, via amine and thiol groups. Additionally, elevated formaldehyde can bind EfgA a formaldehyde-sensing protein that, when bound to formaldehyde, halts translation.

**Figure 2:**
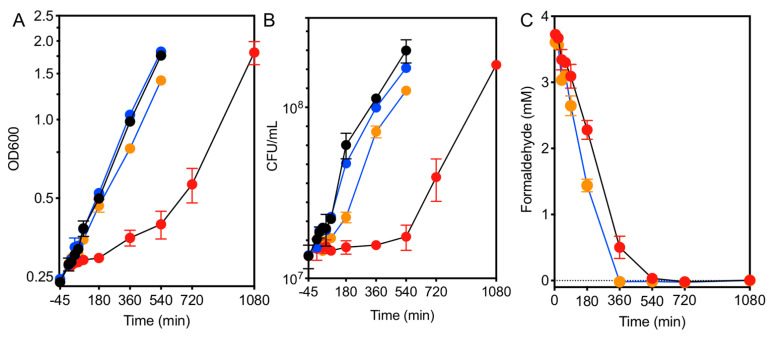
Formaldehyde induces EfgA-dependent growth arrest. The growth response of WT (black lines) and Δ*efgA* mutant (blue lines) was quantified in minimal succinate medium with no addition (black/blue symbols) and with formaldehyde (red/orange symbols). Growth was assayed by (**A**) optical density (OD_600_) and (**B**) cell viability (CFU/mL). Formaldehyde concentrations in the culture supernatant were measured in formaldehyde-treated samples (**C**). *Error bars* represent the standard error of mean of three biological replicates.

**Figure 3:**
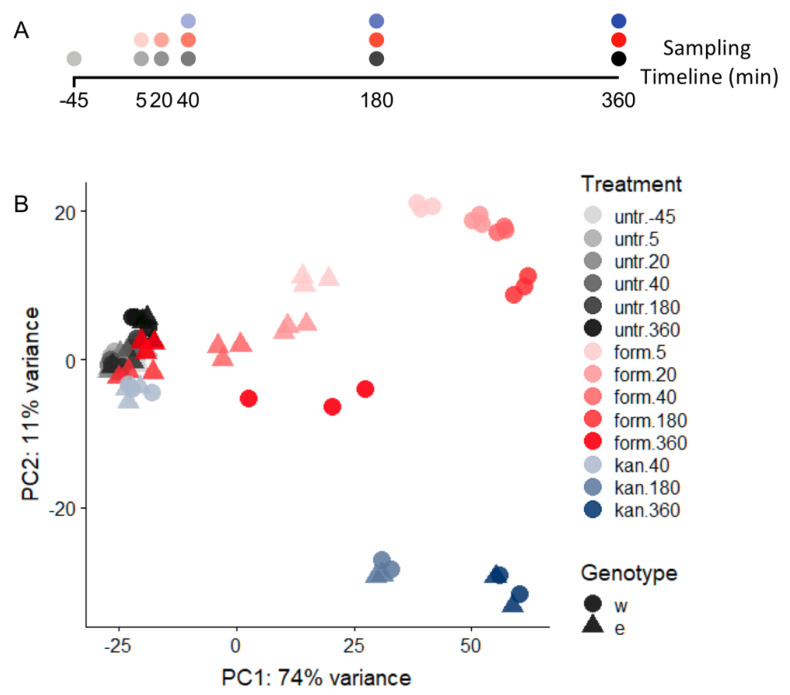
PCA of WT and Δ*efgA* mutant transcriptomes. (**A**) Timeline of sampling for RNA-Seq samples relative to time of treatment (t = 0); (**B**) Timecourse RNA-Seq was performed on WT (circles) and Δ*efgA* mutant (triangles) of *M. extorquens* grown in succinate minimal medium. During early exponential growth cultures were left untreated (untreat, gray gradient), or treated with 5 mM formaldehyde (form, pink gradient) or 50 ug/mL kanamycin (kan, blue gradient). Principal Component Analysis (PCA) was performed to assess the variance in the data. Each symbol represents one experimental replicate; the colors of each gradient darken over exposure time (−45 (pretreatment) to 360 min).

**Figure 4:**
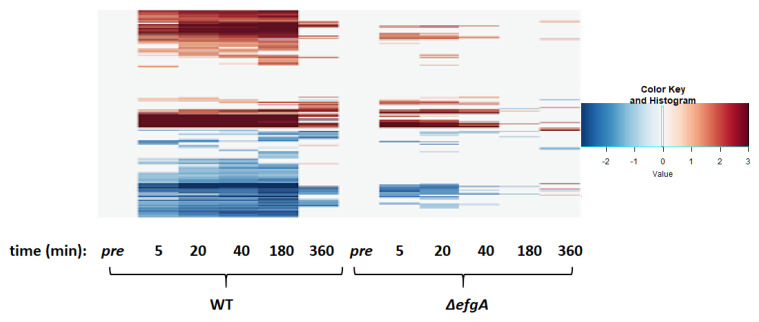
Temporal heatmap of WT and Δ*efgA* mutant response to treatment with formaldehyde. Genes differentially expressed (|log2-fold change| > 1) were identified by dividing Log2FC of sample/Log2FC of pretreatment sample (of the respective genotype). The up or down directionality of expression change is indicated by the red or blue color gradient, respectively.

**Figure 5:**
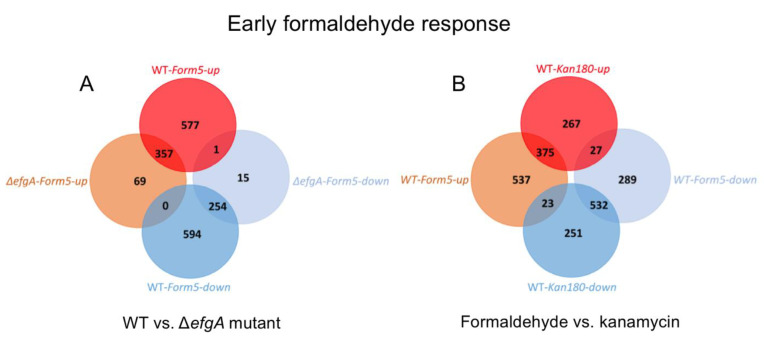
Venn diagram of genes differentially expressed upon formaldehyde and kanamycin treatment. Genes differentially expressed (|log2-fold change| > 1) were identified by dividing Log2FC of sample/Log2FC of pretreatment sample (of the respective genotype). (**A**) In WT and Δ*efgA* mutant the earliest formaldehyde response is observed by 5 min. Venn diagrams for later timepoints are depicted in Figure S2. (**B**) In WT, the earliest formaldehyde (5 min) and kanamycin (180 min) responses are compared. Venn diagram for later timepoints are depicted in Figures S3 and S5.

**Figure 6:**
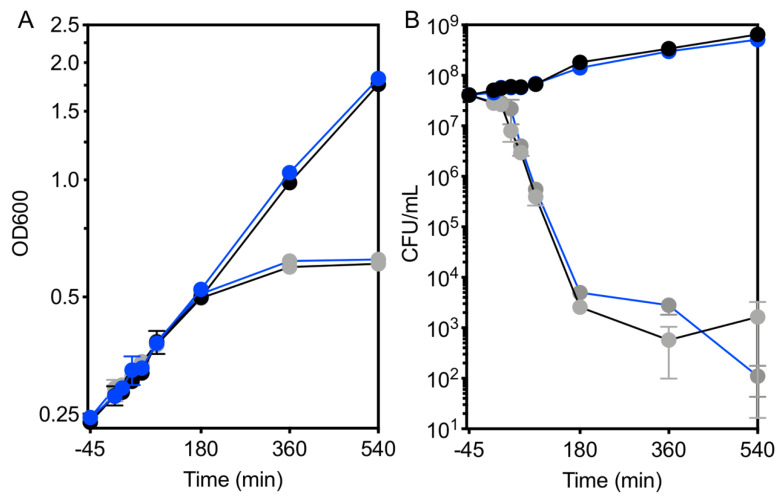
Kanamycin treatment results in early loss of viability. The growth response of WT (black) and Δ*efgA* mutant (blue) was quantified in minimal succinate medium with no addition (black/blue symbols) and with kanamycin (gray symbols). Growth was assayed by (**A**) optical density (OD_600_) and (**B**) cell viability (CFU/mL). *Error bars* represent the standard error of mean of three biological replicates.

**Figure 7:**
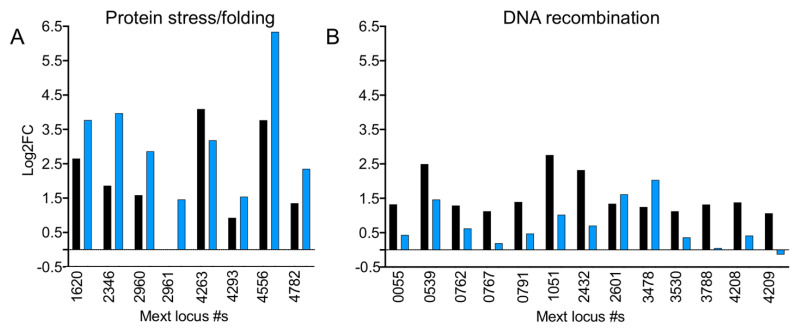
Genes involved in protein stress but not DNA recombination are upregulated in Δ*efgA* mutant in response to formaldehyde. Expression of genes involved in (**A**) protein stress/folding and (**B**) DNA recombination (as identified by gene ontology) are shown for WT (**black**) and *efgA* (**blue**). Log2FC of each gene in response to formaldehyde (5 min) is plotted.

**Figure 8:**
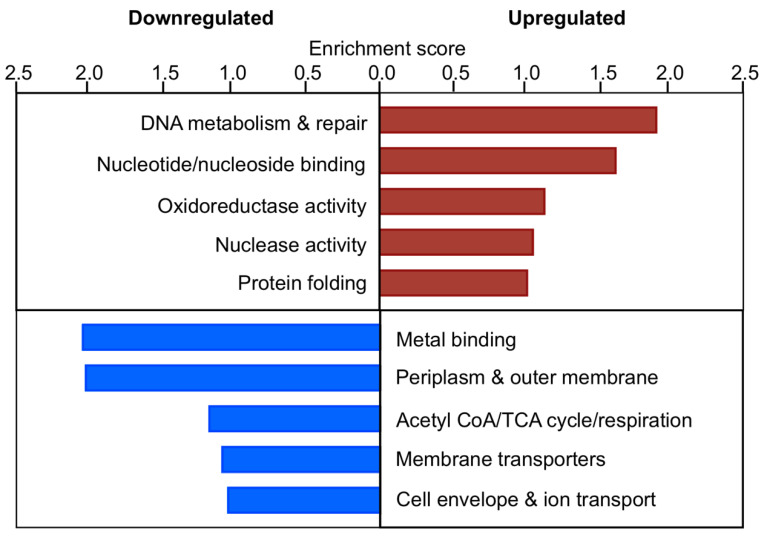
Gene ontology of the early formaldehyde response of Δ*efgA* mutant. Summary of functional group response of Δ*efgA* mutant at 5 min (fastest response) and 20 min (most intense response) was obtained using DAVID 6.7. Enrichment scores for each functional group are plotted for upregulated (**red**) and downregulated genes (**blue**).

## Data Availability

Raw Illumina read data and processed files of read counts per gene and normalized expression levels per gene have been deposited in the NCBI GEO database (accession GSE163955).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2076-2607/9/2/347/s1, Figure S1. Single replicate screen of transcriptional response identifies samples of interest, Figure S2. Venn diagram of genes differentially expressed in WT and Δ*efgA* mutant upon formaldehyde treatment, Figure S3. Response to kanamycin is similar in WT and Δ*efgA* mutant, Figure S4. Gene enrichment of the kanamycin-specific response, Figure S5. Response to formaldehyde and kanamycin has overlapping genes, Figure S6. Enrichment of downregulated genes in both the kanamycin and formaldehyde responses, Figure S7. Temporal expression of genes of methanol utilization pathways, Figure S8. Gene ontology of the early formaldehyde response of WT., Figure S9. *efgA* and *efgB* are upregulated in response to formaldehyde., Figure S10. Comparison of early formaldehyde response in different growth conditions, Figure S11. Response of genes involved in formaldehyde tolerance heterogeneity, Figure S12. Genes involved in Nuclease activity and DNA metabolism & repair suggest the Δ*efgA* mutant experiences different DNA stress than WT., Table S1. Gene enrichment for wild type response to formaldehyde using comparativego, Table S2. Gene enrichment for unique response of Δ*efgA* mutant to formaldehyde using comparativego, Table S3. Genes differentially expressed in untreated samples, Table S4. Changes in expression of genes identified during evolution to growth on formaldehyde, Script S1. RNAseq_data_210101, Script S2. RNAseq_scatter_loop_210101, Script S3. RNAseq_pca_210101, Script S4. RNAseq_heatmap_210101, Script S5. RNAseq_venn_210101.

## References

[1] Kohanski M.A., DePristo M.A., Collins J.J. (2010). Sublethal antibiotic treatment leads to multidrug resistance via radical-induced mutagenesis. Mol. Cell.

[2] Tamás M.J., Sharma S.K., Ibstedt S., Jacobson T., Christen P. (2014). Heavy metals and metalloids as a cause for protein misfolding and aggregation. Biomolecules.

[3] Reisz J.A., Bansal N., Qian J., Zhao W., Furdui C.M. (2014). Effects of ionizing radiation on biological molecules—Mechanisms of damage and emerging methods of detection. Antioxid. Redox Signal..

[4] Ireland H.E., Elyse Ireland H., Harding S.J., Bonwick G.A., Jones M., Smith C.J., Williams J.H.H. (2004). Evaluation of heat shock protein 70 as a biomarker of environmental stress in *Fucus serratus* and *Lemna minor*. Biomarkers.

[5] Hawkins C.L., Davies M.J. (2019). Detection, identification, and quantification of oxidative protein modifications. J. Biol. Chem..

[6] Krisko A., Radman M. (2019). Protein damage, ageing and age-related diseases. Open Biol..

[7] Hoffman E.A., Frey B.L., Smith L.M., Auble D.T. (2015). Formaldehyde crosslinking: A tool for the study of chromatin complexes. J. Biol. Chem..

[8] Kawanishi M., Matsuda T., Yagi T. (2014). Genotoxicity of formaldehyde: Molecular basis of DNA damage and mutation. Front. Environ. Sci. Eng. China.

[9] Zhang H., Xiong Y., Chen J. (2020). DNA-protein cross-link repair: What do we know now?. Cell Biosci..

[10] Xie M.-Z., Shoulkamy M.I., Salem A.M.H., Oba S., Goda M., Nakano T., Ide H. (2016). Aldehydes with high and low toxicities inactivate cells by damaging distinct cellular targets. Mutat. Res..

[11] LoPachin R.M., Gavin T. (2014). Molecular mechanisms of aldehyde toxicity: A chemical perspective. Chem. Res. Toxicol..

[12] Chen N.H., Djoko K.Y., Veyrier F.J., McEwan A.G. (2016). Formaldehyde stress responses in bacterial pathogens. Front. Microbiol..

[13] Achkor H., Díaz M., Fernández M.R., Biosca J.A., Parés X., Martínez M.C. (2003). Enhanced formaldehyde detoxification by overexpression of glutathione-dependent formaldehyde dehydrogenase from Arabidopsis. Plant Physiol..

[14] Burgos-Barragan G., Wit N., Meiser J., Dingler F.A., Pietzke M., Mulderrig L., Pontel L.B., Rosado I.V., Brewer T.F., Cordell R.L. (2017). Mammals divert endogenous genotoxic formaldehyde into one-carbon metabolism. Nature.

[15] Giese M., Bauer-Doranth U., Langebartels C., Sandermann H. (1994). Detoxification of formaldehyde by the spider plant (*Chlorophytum comosum* L.) and by Soybean (*Glycine max* L.) cell-suspension cultures. Plant Physiol..

[16] Harms N., Ras J., Reijnders W.N., van Spanning R.J., Stouthamer A.H. (1996). S-formylglutathione hydrolase of *Paracoccus denitrificans* is homologous to human esterase D: A universal pathway for formaldehyde detoxification?. J. Bacteriol..

[17] Höög J.-O., Hedberg J.J., Strömberg P., Svensson S. (2001). Mammalian alcohol dehydrogenase—Functional and structural implications. J. Biomed. Sci..

[18] Lee B., Yurimoto H., Sakai Y., Kato N. (2002). Physiological role of the glutathione-dependent formaldehyde dehydrogenase in the methylotrophic yeast *Candida Boidinii*. Microbiology.

[19] Sanghani P.C., Robinson H., Bosron W.F., Hurley T.D. (2002). Human glutathione-dependent formaldehyde dehydrogenase. Structures of apo, binary, and inhibitory ternary complexes. Biochemistry.

[20] Vorholt J.A. (2002). Cofactor-dependent pathways of formaldehyde oxidation in methylotrophic bacteria. Arch. Microbiol..

[21] Maden B.E. (2000). Tetrahydrofolate and tetrahydromethanopterin compared: Functionally distinct carriers in C_1_ metabolism. Biochem. J..

[22] Kato N., Yurimoto H., Thauer R.K. (2006). The physiological role of the ribulose monophosphate pathway in bacteria and archaea. Biosci. Biotechnol. Biochem..

[23] Marx C.J., Miller J.A., Chistoserdova L., Lidstrom M.E. (2004). Multiple formaldehyde oxidation/detoxification pathways in *Burkholderia fungorum* LB400. J. Bacteriol..

[24] Vorholt J.A., Marx C.J., Lidstrom M.E., Thauer R.K. (2000). Novel formaldehyde-activating enzyme in *Methylobacterium extorquens* AM1 required for growth on methanol. J. Bacteriol..

[25] Marx C.J., Chistoserdova L., Lidstrom M.E. (2003). Formaldehyde-detoxifying role of the tetrahydromethanopterin-linked pathway in *Methylobacterium extorquens* AM1. J. Bacteriol..

[26] Marx C.J., Van Dien S.J., Lidstrom M.E. (2005). Flux analysis uncovers key role of functional redundancy in formaldehyde metabolism. PLoS Biol..

[27] Martinez-Gomez N.C., Good N.M., Lidstrom M.E. (2015). Methenyl-Dephosphotetrahydromethanopterin is a regulatory signal for acclimation to changes in substrate availability in *Methylobacterium extorquens* AM1. J. Bacteriol..

[28] Bazurto J.V., Nayak D.D., Ticak T., Davlieva M., Lee J.A., Lambert L.B., Benski O.J., Quates C.J., Johnson J.L., Patel J.S. (2020). EfgA is a conserved formaldehyde sensor that halts bacterial translation in response to elevated formaldehyde. BioRxiv.

[29] Marx C.J., Bringel F., Chistoserdova L., Moulin L., Farhan Ul Haque M., Fleischman D.E., Gruffaz C., Jourand P., Knief C., Lee M.-C. (2012). Complete genome sequences of six strains of the genus *Methylobacterium*. J. Bacteriol..

[30] Knief C., Frances L., Vorholt J.A. (2010). Competitiveness of diverse *Methylobacterium* strains in the phyllosphere of *Arabidopsis thaliana* and identification of representative models, including *M. extorquens* PA1. Microb. Ecol..

[31] Delaney N.F., Kaczmarek M.E., Ward L.M., Swanson P.K., Lee M.-C., Marx C.J. (2013). Development of an optimized medium, strain and high-throughput culturing methods for *Methylobacterium extorquens*. PLoS ONE.

[32] Nash T. (1953). The colorimetric estimation of formaldehyde by means of the Hantzsch reaction. Biochem. J..

[33] Stead M.B., Agrawal A., Bowden K.E., Nasir R., Mohanty B.K., Meagher R.B., Kushner S.R. (2012). RNA snap ^TM^: A rapid, quantitative and inexpensive, method for isolating total RNA from bacteria. Nucleic Acids Res..

[34] Bolger A.M., Lohse M., Usadel B. (2014). Trimmomatic: A flexible trimmer for Illumina sequence data. Bioinformatics.

[35] Langmead B., Salzberg S.L. (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[36] Anders S., Pyl P.T., Huber W. (2014). HTSeq—A Python framework to work with high-throughput sequencing data. Bioinformatics.

[37] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[38] Warnes G.R., Bolker B., Bonebakker L., Gentleman R., Huber W., Liaw A., Lumley T., Maechler M., Magnusson A., Moeller S. (2009). gplots: Various R programming tools for plotting data. R Package Version.

[39] Chen H., Boutros P.C. (2011). VennDiagram: A package for the generation of highly-customizable Venn and Euler diagrams in R. BMC Bioinform..

[40] Huang D.W., Sherman B.T., Tan Q., Kir J., Liu D., Bryant D., Guo Y., Stephens R., Baseler M.W., Lane H.C. (2007). DAVID Bioinformatics Resources: Expanded annotation database and novel algorithms to better extract biology from large gene lists. Nucleic Acids Res..

[41] Huang D.W., Sherman B.T., Tan Q., Collins J.R., Alvord W.G., Roayaei J., Stephens R., Baseler M.W., Lane H.C., Lempicki R.A. (2007). The DAVID Gene Functional Classification Tool: A novel biological module-centric algorithm to functionally analyze large gene lists. Genome Biol..

[42] Fruzangohar M., Ebrahimie E., Adelson D.L. (2017). A novel hypothesis-unbiased method for Gene Ontology enrichment based on transcriptome data. PLoS ONE.

[43] Fruzangohar M., Ebrahimie E., Ogunniyi A.D., Mahdi L.K., Paton J.C., Adelson D.L. (2013). Comparative GO: A web application for comparative gene ontology and gene ontology-based gene selection in bacteria. PLoS ONE.

[44] Rittershaus E.S.C., Baek S.-H., Sassetti C.M. (2013). The normalcy of dormancy: Common themes in microbial quiescence. Cell Host Microbe.

[45] Bollenbach T., Quan S., Chait R., Kishony R. (2009). Nonoptimal microbial response to antibiotics underlies suppressive drug interactions. Cell.

[46] Wehrens M., Ershov D., Rozendaal R., Walker N., Schultz D., Kishony R., Levin P.A., Tans S.J. (2018). Size laws and division ring dynamics in filamentous *Escherichia coli* cells. Curr. Biol..

[47] Imlay J.A., Linn S. (1987). Mutagenesis and stress responses induced in *Escherichia coli* by hydrogen peroxide. J. Bacteriol..

[48] Peyraud R., Kiefer P., Christen P., Portais J.-C., Vorholt J.A. (2012). Co-consumption of methanol and succinate by *Methylobacterium extorquens* AM1. PLoS ONE.

[49] Crowther G.J., Kosály G., Lidstrom M.E. (2008). Formate as the main branch point for methylotrophic metabolism in *Methylobacterium extorquens* AM1. J. Bacteriol..

[50] Lee J.A., Riazi S., Nemati S., Bazurto J.V., Vasdekis A.E., Ridenhour B.J., Remien C.H., Marx C.J. (2019). Microbial phenotypic heterogeneity in response to a metabolic toxin: Continuous, dynamically shifting distribution of formaldehyde tolerance in *Methylobacterium extorquens* populations. PLoS Genet..

[51] Bazurto J.V., Bruger E.L., Lee J.A., Lambert L.B., Marx C.J. (2020). Formaldehyde-responsive proteins, TtmR and EfgA, reveal a tradeoff between formaldehyde resistance and efficient transition to methylotrophy in *Methylorubrum extorquens*. BioRxiv.

[52] O’Donovan M.R., Mee C.D. (1993). Formaldehyde is a bacterial mutagen in a range of *Salmonella* and *Escherichia* indicator strains. Mutagenesis.

[53] Ashby J., Callander R.D., Rose F.L. (1985). Weak mutagenicity to *Salmonella* of the formaldehyde-releasing anti-tumour agent hexamethylmelamine. Mutat. Res..

[54] Takahashi K., Morita T., Kawazoe Y. (1985). Mutagenic characteristics of formaldehyde on bacterial systems. Mutat. Res..

[55] Nishioka H. (1973). Others Lethal and mutagenic action of formaldehyde in Hcr+ and Hcr− strains of *Escherichia coli*. Mutat. Res..

[56] Temcharoen P., Thilly W.G. (1983). Toxic and mutagenic effects of formaldehyde in *Salmonella typhimurium*. Mutat. Res..

[57] De Graaf B., Clore A., McCullough A.K. (2009). Cellular pathways for DNA repair and damage tolerance of formaldehyde-induced DNA-protein crosslinks. DNA Repair..

[58] Nakano T., Katafuchi A., Matsubara M., Terato H., Tsuboi T., Masuda T., Tatsumoto T., Pack S.P., Makino K., Croteau D.L. (2009). Homologous recombination but not nucleotide excision repair plays a pivotal role in tolerance of DNA-protein cross-links in mammalian cells. J. Biol. Chem..

[59] Noda T., Takahashi A., Kondo N., Mori E., Okamoto N., Nakagawa Y., Ohnishi K., Zdzienicka M.Z., Thompson L.H., Helleday T. (2011). Repair pathways independent of the Fanconi anemia nuclear core complex play a predominant role in mitigating formaldehyde-induced DNA damage. Biochem. Biophys. Res. Commun..

[60] Ridpath J.R., Nakamura A., Tano K., Luke A.M., Sonoda E., Arakawa H., Buerstedde J.-M., Gillespie D.A.F., Sale J.E., Yamazoe M. (2007). Cells deficient in the FANC/BRCA pathway are hypersensitive to plasma levels of formaldehyde. Cancer Res..

[61] Rosado I.V., Langevin F., Crossan G.P., Takata M., Patel K.J. (2011). Formaldehyde catabolism is essential in cells deficient for the Fanconi anemia DNA-repair pathway. Nat. Struct. Mol. Biol..

[62] Pitten F.A., Kramer A., Herrmann K., Bremer J., Koch S. (2000). Formaldehyde neurotoxicity in animal experiments. Pathol. Res. Pract..

[63] Reddy N.J., Sudini M., Lewis L.D. (2010). Delayed neurological sequelae from ethylene glycol, diethylene glycol and methanol poisonings. Clin. Toxicol..

[64] Ortega-Atienza S., Rubis B., McCarthy C., Zhitkovich A. (2016). Formaldehyde is a potent proteotoxic stressor causing rapid Heat Shock Transcription Factor 1 activation and Lys48-linked polyubiquitination of proteins. Am. J. Pathol..

[65] Foster P.L. (2005). Stress responses and genetic variation in bacteria. Mutat. Res..

[66] Yanofsky C., Konan K.V., Sarsero J.P. (1996). Some novel transcription attenuation mechanisms used by bacteria. Biochimie.

[67] Gollnick P., Babitzke P. (2002). Transcription attenuation. Biochim. Biophys. Acta.

# Supplementary material for: Global Transcriptional Response of Methylorubrum extorquens to Formaldehyde Stress Expands the Role of EfgA and Is Distinct from Antibiotic Translational Inhibition
**Source:** Microorganisms. 2021 Feb 10;9(2):347. doi: 10.3390/microorganisms9020347
**Supplement:** Supplementary file 1

**
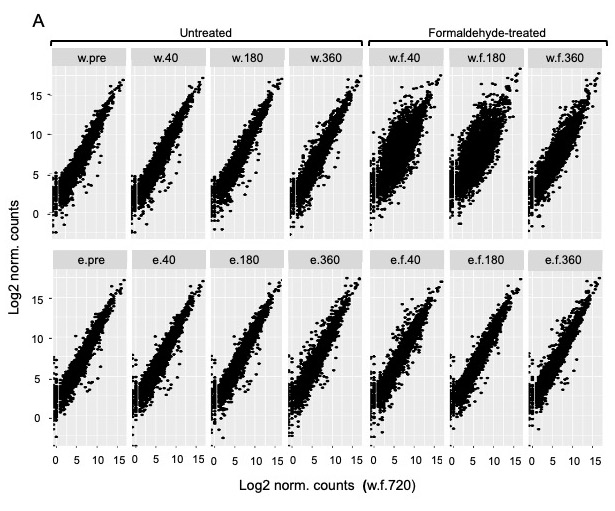
**

**Figure S1. Single replicate screen of transcriptional response identifies samples of interest.** A) Single replicate data for RNA-Seq of WT (‘w’, top panel) and Δ*efgA* mutant (‘e’, bottom panel) of *M. extorquens* grown in succinate minimal medium and untreated or treated with 5mM formaldehyde (‘f’) for 0 (‘pre’), 40, 180, 360, 720 min. Log2 transformed counts of the entire genome for each sample were plotted against those of WT formaldehyde-treated 720 min post treatment (w.f.720, x-axis) to establish the timescale of the transcriptomic response and identify the conditions most similar to the 720 min timepoint. B) Single replicate data for RNASeq of WT (‘w’, top panel) and Δ*efgA* mutant (‘e’, bottom panel) of *M. extorquens* grown in succinate minimal medium and treated with 50 μg/mL kanamycin (‘k’) for 40, 180, 360 min. Log2 transformed counts of the entire genome for each sample were plotted against those of WT pretreatment (w.pre, x-axis). Each point represents one gene.

**
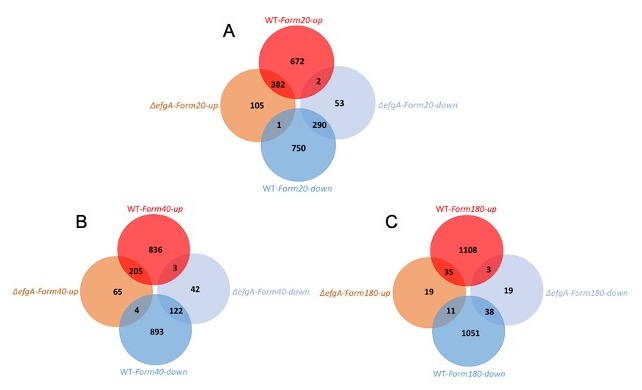
**

**Figure S2. Venn diagram of genes differentially expressed in WT and Δ*efgA* mutant upon formaldehyde treatment.** Each diagram represents a different timepoint A) 20 min, B) 40 min, C) 180 min. Genes differentially expressed (|log2-fold change| >1) were identified by dividing Log2FC of sample/Log2FC of pretreatment sample (of the respective genotype). Venn diagram for the earliest (5 min) timepoint is depicted in Figure 5.

**
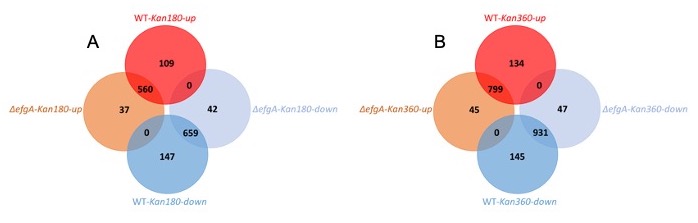
**

**Figure S3. Response to kanamycin is similar in WT and Δ*efgA* mutant.** Venn diagrams of genes differentially expressed in WT and Δ*efgA* mutant upon kanamycin treatment. Each diagram represents both genotypes at a distinct timepoint: A) 180 min and B) 360 min. Genes differentially expressed (|log2-fold change| >1) were identified by dividing Log2FC of sample/Log2FC of pretreatment sample (of the respective genotype).

**
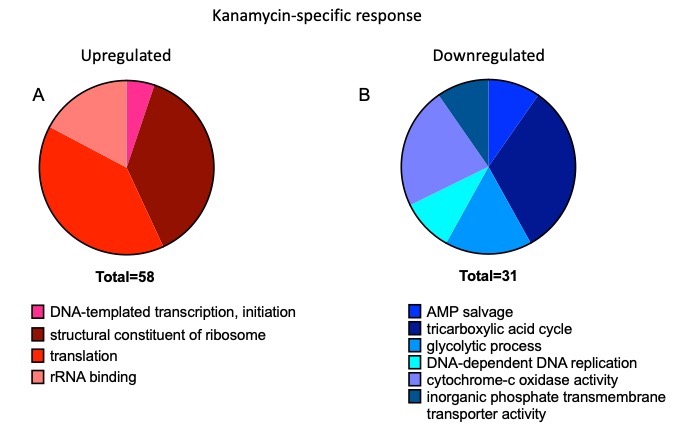
**

**Figure S4. Gene enrichment of the kanamycin-specific response.** Summary of functional group response of WT to kanamycin (360 min) was obtained using Comparative GO. All functional groups shown had >2 genes and p<0.05.

**
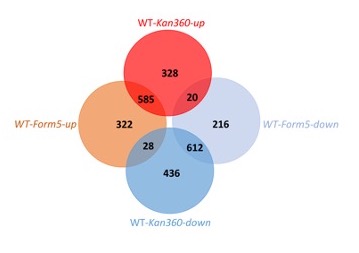
**

**Figure S5. Response to kanamycin and formaldehyde has overlapping genes.** Venn diagram of genes differentially expressed in WT upon formaldehyde treatment (5 min) or kanamycin treatment (360 min). Genes differentially expressed (|log2-fold change| >1) were identified by dividing Log2FC of sample/Log2FC of pretreatment sample (of the respective genotype). The 40 min kanamycin timepoint was excluded as expression profiles had not yet changed significantly.

**
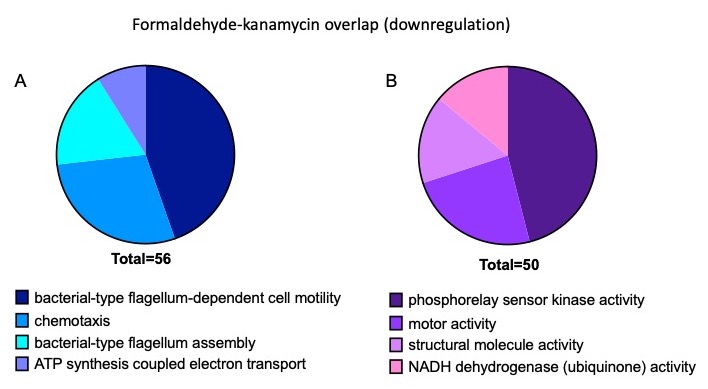
**

**Figure S6. Enrichment of downregulated genes in both the kanamycin and formaldehyde responses.** The overlap of gene functional groups in the downregulated responses of WT to kanamycin (360 min) and formaldehyde (5 min) was obtained using Comparative GO. Gene function is categorized by A) Biological Process B) Molecular Function. All functional groups shown had >2 genes and p<0.05.

**
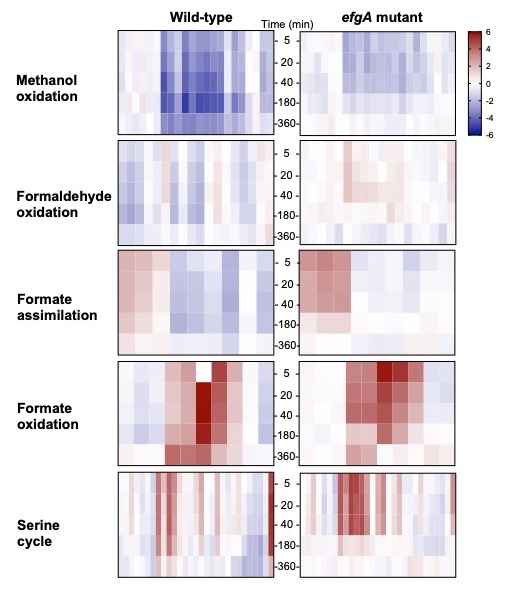
Figure S7. Temporal expression of genes of methanol utilization pathways.** Temporal heatmap of the Log2FC of all genes involved in methanol utilization pathways in WT (left) and Δ*efgA* mutant (right). Each horizontal pair of heatmaps represents genes involved in 1) methanol oxidation, 2) formaldehyde oxidation, 3) formate assimilation, 4) formate oxidation, and 5) serine cycle. Within each individual heat maps, each column represents a different gene and each row represents a particular time; organization is the same for both genotypes. Genes includes those involved in cofactor synthesis (PQQ, dH_4_MPT, T_4_H) and all formate dehydrogenases (FDH1, FDH2, FDH3, FDH4); individual gene locus tags and expression values are provided in the supplemental data table. The up or down directionality of expression change is indicated by the red or blue color gradient, respectively.

**
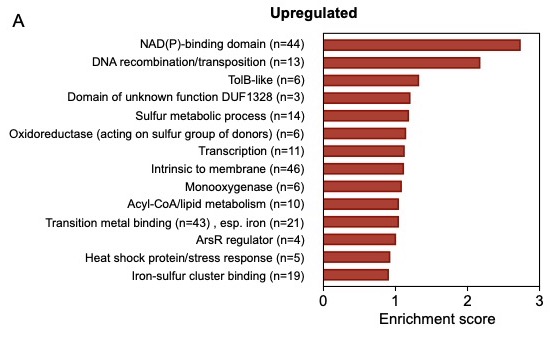

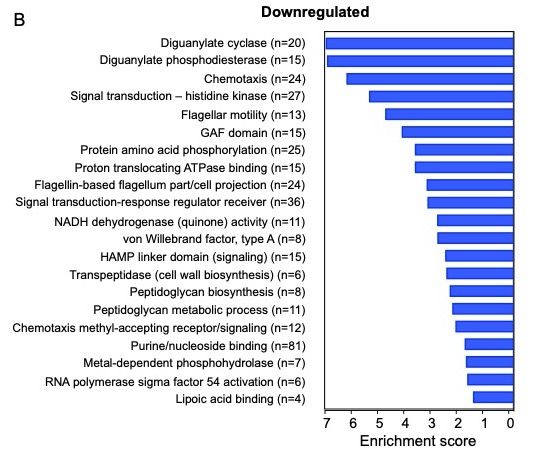
**

**Figure S8. Gene ontology of the early formaldehyde response of WT.** Summary of functional group response of WT at 5min (fastest response) and 20min (most intense response) was obtained using DAVID 6.7. Enrichment scores for each functional group is plotted for A) upregulated and B) downregulated genes; the number of genes in each functional group is indicated by ‘n’. All functional groups shown had p<0.05.

**
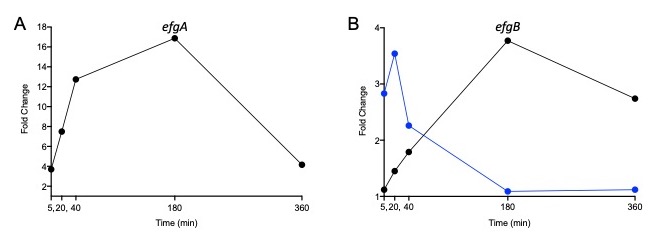
**

**Figure S9. *efgA* and *efgB* are upregulated in response to formaldehyde.** Temporal expression of A) *efgA* in WT and B) *efgB* in WT (black) and the *efgA* mutant (blue) in response to formaldehyde treatment. Log2FC of each gene is plotted.

**
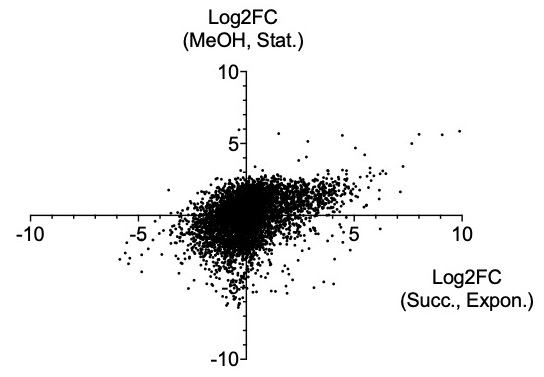
**

**Figure S10. Comparison of early formaldehyde response in different growth conditions.** Expression changes (Log2FC) of all genes at the earliest timepoint (5 min) here, where succinate-grown cells were treated with 5 mM formaldehyde in early exponential phase of growth are plotted against expression changes of the same genes from a previous experiment [[50]](https://paperpile.com/c/Siitmp/HQIvp) where methanol-grown cells were treated with 4 mM formaldehyde in stationary phase of growth and assessed at 4 hr.

**
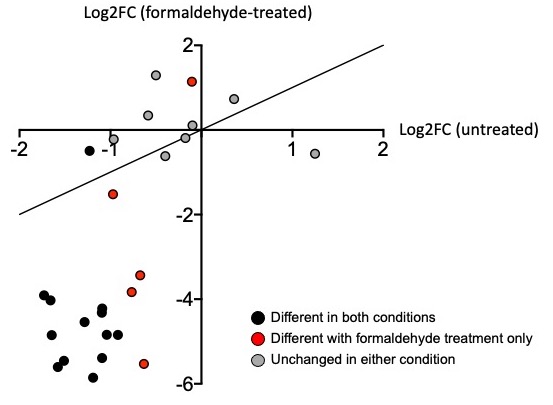
**

**Figure S11. Response of genes involved in formaldehyde tolerance heterogeneity.** Expression changes (Log2FC) of genes predicted to be differentially expressed in formaldehyde tolerant subpopulations were examined in untreated (x-axis) and formaldehyde-treated (y-axis) samples.

**
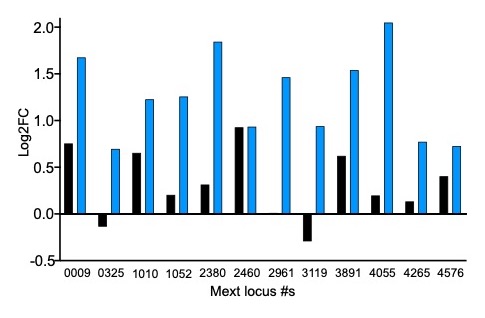
**

**Figure S12. Genes involved in Nuclease activity and DNA metabolism & repair suggest the Δ*efgA* mutant experiences different DNA stress than WT.** Expression of genes involved in nuclease activity and DNA metabolism & repair are shown for WT (black) and *efgA* (blue)*.* Log2FC of each gene in response to formaldehyde (5 min) is plotted.

How the deposited data were processed for this re-analysis (not part of the article)

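Gene expression was measured by RNA sequencing in 81 libraries of *M. extorquens* PA1, WT and Δ*efgA* mutant, grown on succinate and sampled before treatment and after no treatment, 5 mM formaldehyde or 50 µg/mL kanamycin. According to the authors' notes with the deposited counts, reads were trimmed with Trimmomatic 0.38, aligned with Bowtie2 (given there as 4.8.2) and counted per gene with HTSeq 0.11.4, and R 3.6 was used. The deposited values are whole-number counts that have not been normalized. Each of the 81 columns was paired with a sample by the code in its title, and no column was left without a sample.

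The table held 4956 features. The 75 features with an RNA gene tag (Mext_R) were left out, a choice made after the counts had been seen, since they held 25.6% to 65.6% of the counts of a library, which left 4881. The remaining counts per library ran from 159389 to 7423520 with a median of 4026727. A filter on low counts (edgeR's filterByExpr) left 4860 genes for the tests.

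The 80 libraries of groups with 2 or more replicates were fitted together with edgeR 4.0.16 under R 4.3.3, with TMM factors, a dispersion estimated over all groups and a robust quasi-likelihood fit. Formaldehyde and kanamycin groups of both strains were compared with WT pretreatment and untreated groups with the pretreatment of their own strain. Interactions compared each strain's change from its own pretreatment. A gene was called at an absolute log2 fold change above 1 and a Benjamini-Hochberg adjusted p below 0.001, the thresholds of the paper, and standard errors were the absolute log2 fold change divided by the square root of the F statistic. The WT library at formaldehyde 720 min has no replicate and was not tested.

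Gene lists were taken from the paper's supplementary sheets. Each was tested against all other genes with camera of limma 3.58.1 at a preset correlation of 0.01, and again with a correlation estimated from the residuals. The lists for translation, the TCA cycle, glycolysis and cytochrome oxidases were added after the data had been seen. Principal components used the variance-stabilized counts of DESeq2 over the 500 most variable genes; with all 4881 genes the first component held 55.9% of the variance and with log2 CPM at a prior count of 2 71.8%.

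Genes named in the text were chosen by a rule set before the data were examined: *efgA*, the 5 largest rises and falls of each main comparison among called genes with a mean of at least 20 CPM whose libraries all lay beyond every reference library, the 2 largest called rises and falls of each list, and each gene the paper names with a locus tag. Values in the paper's tables had been seen. Names come from the paper's tables alone, because the reference at hand shares 0 locus tags with these counts; functional enrichments over the whole genome were therefore not run.

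Alternatives fixed together with that rule were DESeq2 1.42.0, RLE factors, no filter on low counts, the sequencing set (21 libraries of the first screen and 60 later libraries) as a term, the replicate number as a block, a fit with only the groups compared, other references, and leaving out each library in turn. Chosen after seeing the data were keeping the RNA features and removing both untreated 20 min replicate 3 libraries. The paper does not tie replicate numbers to a growth day. Of 32 comparisons, 28 had 3 libraries of the same number on both sides, and in 16 of these each same-number pair had a residual correlation over 0.1; with the block, 1792 genes were called in WT at 5 min of formaldehyde in place of 1722.

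The steps were tested on simulated counts of 4860 genes for the 80 libraries, at their real depths and the fitted dispersion trend. In these, 100 genes changed 3-fold and 100 changed 8-fold in WT formaldehyde 5 min alone. The edgeR fit recovered 89 and 98 of these with 1 false call, DESeq2 84 and 96, and the interaction 44 and 91. Rises and falls were equally many, no effect of growth day or sequencing set was simulated, and far fewer genes changed than the 1722 called in the real comparison. The recovery therefore does not show how normalization and false calls behave when many genes change. Of 50 gene sets without change the list test called 0. Genes in these sets varied independently, so this check does not cover lists of genes that move together. Over 76 pairs of replicates, the chi-square per degree of freedom between their counts ran from 2.62 to 117, and 0 pairs were identical, so no pair looked like repeats of a single library.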

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

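The groupings of libraries and the tests on the loci nearly absent in WT, with their limits, were chosen after the results had been seen; the counts of genes that differ between the strains' changes were planned.

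The change with formaldehyde differed between WT and the mutant by a test of the difference itself, with each strain's own pretreatment as reference: 275 genes at 5 min, 951 genes at 20 min, 1382 genes at 40 min, 1850 genes at 180 min and 731 at 360 min. Among the largest differences at 5 min were Mext_1359 (4.61), Mext_1355 (4.55), Mext_3101 (-3.53) and Mext_2625 (-3.43). The first pair fell in WT by a log2 fold change of 5.50 and 5.82 and had -0.80 and -1.23 in the mutant against WT pretreatment. Mext_3101 and Mext_2625 rose in WT by 5.50 and 5.17 and had 2.47 and 2.06 in the mutant. Their interaction calls were lost with only the groups compared in the fit, and that of Mext_2625 also without some single libraries.

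Each interaction was also computed over 100 groupings of the libraries, in which the strain labels of the treated and of the pretreatment libraries were exchanged. As many genes or more were called in 5 at 5 min (highest other 439), 4 at 20 min (highest other 1081), 9 at 40 min (highest other 1463), 7 at 180 min (highest other 1949) and 9 at 360 min (highest other 834). All of these were among the 12 groupings, the real one included, that kept the treated libraries of each strain together and mixed only the pretreatment libraries. These 12 keep the difference between the treated libraries of the strains, so the share over all 100 does not test it, and whether chance is excluded is left open. In the 88 groupings that mixed the treated libraries the highest counts were 0 at 5 min, 0 at 20 min, 1 at 40 min, 0 at 180 min and 25 at 360 min.

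A signal stands in loci that the paper does not discuss. Of 12 neighboring loci, Mext_4377 to Mext_4388, 10 held 37162 counts over 39 mutant libraries and 34 counts over 39 WT libraries, with at most 8 for a locus; the untreated 20 min replicate 3 libraries of both strains, which carry the other strain's marks, were left out of these. Scaled to library counts without the TMM factors, the mutant means ran from 2.31 to 60.8 CPM, and the highest WT group mean was 1.23 CPM. With the factors, as used for CPM elsewhere, a locus reached 3.92 CPM in WT kanamycin 360 min replicate 2. A segment missing from the WT cultures and a dependence of these loci on EfgA could each give these values, and neither test could tell them apart; the limit of 1 CPM for the first was set with the value known. DNA reads or PCR over the segment in both strains would separate them.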

How the results depend on the processing

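Removing both untreated 20 min replicate 3 libraries and keeping the RNA features were chosen after the results had been seen. For every value below that differs from the value at the claims, the cause was not tested unless fewer libraries are named.

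The counts in WT at 5, 20, 40 and 180 min of formaldehyde stayed within 1.5 times their value under every alternative run. For WT at 5 min the counts ran from 1549 with only the groups compared to 1792 with the replicate block.

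With only the groups compared in the fit, and so fewer libraries to estimate the dispersion, 156 genes were called in WT at 360 min of formaldehyde, and 529, 235, 14 and 37 in the mutant at 5, 40, 180 and 360 min. Kanamycin at 40, 180 and 360 min gave 0 (DESeq2 called 29), 909 and 1573 in WT and 5, 816 and 1429 in the mutant. Untreated cultures gave 3 and 29 in WT (5 to 180 min and 360 min) and 1 and 74 in the mutant, the strains before treatment 2, and the interactions 68 at 5 min and 230 at 360 min of formaldehyde.

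Against the untreated culture of the same time, the mutant had 75 genes at 180 min and 14 at 360 min of formaldehyde, and kanamycin at 40 min gave 7 in WT and 3 in the mutant; against its own pretreatment the mutant had 14 there and with DESeq2 34. For untreated 5 to 180 min, DESeq2 called 11 in WT and 5 in the mutant, the replicate block 7 and 6, and the sequencing set as a term 4 in WT. Between the strains before treatment DESeq2 called 8, the sequencing set and the block 2 each, and the removal of both 20 min libraries 11. DESeq2 called 2, 1 and 2 genes for the interactions with kanamycin at 40, 180 and 360 min. Of 98 list tests (14 lists in 7 comparisons), 61 were called with the preset correlation and 29 with an estimated correlation.

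Leaving out each library gave these ranges of counts. WT with formaldehyde: 1603 to 1664 at 5 min, 1925 to 1993 at 20 min, 1985 to 2083 at 40 min, 2168 to 2278 at 180 min and 847 to 1350 at 360 min. The mutant with formaldehyde: 644 to 806, 690 to 782, 360 to 423, 86 to 110 and 129 to 269, where the last had 129 without its replicate 2 and 170 without WT pretreatment replicate 2. Kanamycin at 40, 180 and 360 min: 10 to 20, 1216 to 1651 and 1719 to 2317 in WT, with 10 at 40 min without WT pretreatment replicate 1 or 2, and 11 to 15, 1024 to 1551 and 1342 to 2145 in the mutant, where the lowest were without WT pretreatment replicate 1 at 40 min (14 and 12 without its own replicate 2 and 3) and without its replicate 1 at 180 and 360 min. Groups of 2 that lose a library rest on 1 library, assumed to vary like the other groups. Untreated: 1 to 4 and 162 to 222 in WT, 1 to 4 and 280 to 385 in the mutant; the strains before treatment 0 to 1, with 0 without WT pretreatment replicate 1 or 3. Interactions with formaldehyde: 141 to 265 at 5 min (lowest without mutant replicate 1), 794 to 930, 1236 to 1355, 1721 to 1808 and 566 to 862; with kanamycin 0 at 40 and 360 min and 0 to 1 at 180 min (1 without mutant replicate 2).

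Of 340 pairs of a named gene and a comparison, 271 were called, 207 stayed past the thresholds under every setting run, 64 were lost under at least 1 and 4 reversed. Mext_4378, whose WT pretreatment libraries hold 0 counts, went to -0.25 against the mutant's own pretreatment and -0.37 against its untreated culture at 5 min of formaldehyde, -0.12 against its own pretreatment at 20 min and -0.17 against its untreated culture at 360 min of kanamycin. *efgA* (Mext_4158) in the mutant at 360 min of formaldehyde went to 0.34 against the mutant's own pretreatment; these follow from the reference, since WT differs in both loci.

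The smallest library, with 159389 locus counts, is in the mutant group at 5 min of formaldehyde, where weak genes are the least well measured. Lists over the whole genome by product name were not run.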

Differences from the paper's values

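The alternatives below were set before the data were examined, except for 1 named with *efgA* as chosen after seeing the values. A count, share or fold differs here when it is over 1.5 times the paper's value or the paper's is over 1.5 times it. A log2 fold change differs when its sign is opposite or when it lies further from the paper's than the spread between replicates, the square root of the summed variances of log2(CPM + 1) in both groups compared. Other values come within the paper's.

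For WT without treatment, 5 to 180 min, the paper gives 22 changed genes (0.4%) and the count here was 1 (0.0206%), at the same thresholds. For the mutant the paper gives 0.5% and the share here was 0.0617%. None of the alternatives (DESeq2, RLE factors, no filter, the sequencing set as a term, the replicate block, only the groups compared, and 15 leave-one-out fits) came within the paper's value for either strain. For the tolerance genes of Fig. S11 in WT at 5 min without treatment, 10 pass the thresholds on the paper's sheet and 0 did here by edgeR's quasi-likelihood test (17 at an unadjusted p under 0.05); none of these alternatives, with 6 leave-one-out fits, came within.

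For WT at 40 min of kanamycin the paper, whose text names the untreated WT samples as the control for kanamycin, gives 9 genes, and 19 passed here against WT pretreatment. The untreated culture of the same time as reference (7 genes) and 3 of 6 leave-one-out fits came within; DESeq2, RLE factors, no filter, the sequencing set, the block, only the groups compared and the other 3 did not. The largest fold decrease in the *mxa* cluster in WT at 360 min of formaldehyde is 16 in the paper and was 10.4 here; DESeq2, RLE factors, the sequencing set, only the groups compared and 4 of 6 leave-one-out fits came within, and no filter, the block, the untreated reference and the other 2 did not.

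On the sheet behind Fig. S7, these log2 fold changes differ. Each was also computed with DESeq2, RLE factors, no filter, the sequencing set, the block, only the groups compared, the untreated reference, 6 leave-one-out fits and, in the mutant, the own-genotype reference; those not named after a value did not come within the paper's. In WT with formaldehyde, Mext_1831 at 360 min: -0.074 in the paper, 0.015 here, within with DESeq2, RLE factors, only the groups compared and 4 of 6 leave-one-out fits. Mext_2228 at 180 min: -0.65 in the paper, -0.58 here, within with DESeq2 and 2 of 6 leave-one-out fits. Mext_1541 at 360 min: -0.62 in the paper, -0.53 here, within with DESeq2, RLE factors, only the groups compared and 3 of 6 leave-one-out fits. Mext_2228 at 360 min: -0.24 in the paper, -0.15 here, within with DESeq2, RLE factors, only the groups compared and 3 of 6 leave-one-out fits.

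In the mutant with formaldehyde, Mext_1822 at 360 min: 0.00099 in the paper, -0.033 here, within with own-genotype reference and 1 of 6 leave-one-out fits. Mext_4138 at 360 min: 0.015 in the paper, -0.043 here, within with own-genotype reference and 1 of 6 leave-one-out fits. Mext_1835 at 5 min: 0.47 in the paper, -0.090 here, within with the sequencing set, own-genotype reference, untreated reference and 2 of 6 leave-one-out fits. Mext_1836 at 5 min: -0.029 in the paper, 0.20 here, within with 1 of 6 leave-one-out fits. Mext_1826 at 20 min: 0.0065 in the paper, -0.038 here, within with the sequencing set, own-genotype reference, untreated reference and 2 of 6 leave-one-out fits. Mext_1833 at 20 min: -0.037 in the paper, 0.042 here, within with DESeq2, RLE factors, the sequencing set, own-genotype reference and 1 of 6 leave-one-out fits. Mext_1843 at 180 min: -0.030 in the paper, 0.095 here, within with own-genotype reference and 2 of 6 leave-one-out fits. Mext_1826 at 360 min: 0.021 in the paper, -0.0030 here, within with the sequencing set, own-genotype reference and 3 of 6 leave-one-out fits. Mext_1835 at 360 min: 0.15 in the paper, -0.41 here, within with own-genotype reference and 1 of 6 leave-one-out fits. Mext_1798 at 20 min: 2.73 in the paper, 2.90 here, within with DESeq2, RLE factors, own-genotype reference, untreated reference and 2 of 6 leave-one-out fits. Mext_1798 at 40 min: 2.82 in the paper, 2.98 here, within with DESeq2, RLE factors, the sequencing set, the block, own-genotype reference, untreated reference and 3 of 6 leave-one-out fits. Mext_1813 at 180 min: -0.041 in the paper, 0.083 here, within with own-genotype reference and 2 of 6 leave-one-out fits. Mext_2659 at 180 min: 0.012 in the paper, -0.069 here, within with own-genotype reference and 3 of 6 leave-one-out fits. Mext_1797 at 360 min: -0.0013 in the paper, 0.14 here, within with 1 of 6 leave-one-out fits. Mext_1798 at 360 min: -0.0065 in the paper, 0.20 here, within under none. Mext_0390 at 40 min: -0.023 in the paper, 0.033 here, within with DESeq2, RLE factors, own-genotype reference and 1 of 6 leave-one-out fits. Mext_4582 at 360 min: 0.51 in the paper, 0.61 here, within with DESeq2, RLE factors, only the groups compared, own-genotype reference and 2 of 6 leave-one-out fits. Mext_1800 at 5 min: 4.77 in the paper, 5.01 here, within with the sequencing set, own-genotype reference and untreated reference. Mext_2784 at 20 min: -0.052 in the paper, 0.0065 here, within with DESeq2, RLE factors, only the groups compared, own-genotype reference, untreated reference and 3 of 6 leave-one-out fits. Mext_1541 at 40 min: -0.52 in the paper, -0.47 here, within with DESeq2, RLE factors, own-genotype reference and 4 of 6 leave-one-out fits. Mext_2228 at 40 min: 0.11 in the paper, -0.039 here, within with own-genotype reference. Mext_3444 at 40 min: 0.020 in the paper, -0.015 here, within with only the groups compared, own-genotype reference, untreated reference and 3 of 6 leave-one-out fits. Mext_2228 at 180 min: 0.58 in the paper, 0.43 here, within with own-genotype reference, untreated reference and 2 of 6 leave-one-out fits. Mext_2747 at 180 min: 0.13 in the paper, -0.063 here, within with own-genotype reference, untreated reference and 1 of 6 leave-one-out fits. Mext_1796 at 360 min: -0.0048 in the paper, 0.16 here, within with untreated reference and 1 of 6 leave-one-out fits. Mext_1800 at 360 min: 0.26 in the paper, 0.54 here, within with own-genotype reference.

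Against the own-genotype pretreatment, 6 of the mutant's 440 values on that sheet differ in place of 26. On the sheet of Fig. 7, 0 of the mutant's 23 values differ against WT pretreatment and 1 against its own.

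The paper states that the number of changed genes in the mutant was highest at 20 min. Here 847 genes were called at 5 min and 796 at 20 min; the order was the paper's with only the groups compared (529 and 629), the own-genotype reference (788 and 800) and the untreated reference (775 and 838), and not with DESeq2, RLE factors, no filter, the sequencing set or the block. The paper states that genes of tetrahydrofolate synthesis did not change in the mutant. Here Mext_2659 fell at 5 min (-1.31), a call lost against the untreated culture of the same time (-0.84, adjusted p = 0.00242) and with only the groups compared (-1.35, adjusted p = 0.00267), and the other 5 genes passed the thresholds at no time. The paper states that many serine cycle genes stayed raised in WT to 360 min; here 3 of 29 were raised and 7 lowered at that time. The paper reports a rise of *efgA* by 5 min; here it was 3.83-fold higher with an adjusted p of 0.00571, short of the threshold. It passed with the sequencing set (log2 fold change 2.28, adjusted p = 0.000201), only the groups compared (1.94, adjusted p = 0.000311) and the untreated reference (2.40, adjusted p = 0.000781), and not with DESeq2, RLE factors, no filter, the block or any leave-one-out fit. It also passed with both untreated 20 min replicate 3 libraries removed (1.93, adjusted p = 3.25e-05), which was chosen after seeing the values and drops 0 of the 17 tolerance genes that pass on the paper's sheet of Fig. S11 at that time. With these 2 libraries kept the log2 fold change was 1.94. The size of the rise thus hardly depended on them, while the call in this fit did, and their *efgA* counts go against their labels.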

Other observations

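The tests of explanations in this part, their limits and the choice of the gene groups compared here were made after the results had been seen.

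Late in growth the formaldehyde tolerance genes of the paper's list rose without any treatment. Of 26 genes, 14 rose and 2 fell in WT at 360 min (adjusted p = 1.13e-11; 0.0203 with an estimated correlation), and 17 rose and 2 fell in the mutant (adjusted p = 4.72e-12; 0.0163 with an estimated correlation). In the mutant at 360 min of formaldehyde, 16 rose and 1 fell (adjusted p = 4.53e-13; 0.0165 with an estimated correlation). The ribosome and translation genes, a list the study chose from the genes raised by kanamycin, fell at that time without treatment: 6 of 23 in WT (adjusted p = 1.63e-12; 0.0203 with an estimated correlation) and 16 in the mutant (adjusted p = 6.87e-16; 0.00759 with an estimated correlation).

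In WT at 360 min of kanamycin, 0 formate dehydrogenase genes rose and 4 of 10 fell (adjusted p = 0.00823, 0.0427 with an estimated correlation), 2 serine cycle genes rose and 12 of 29 fell (adjusted p = 0.0104, 0.118 with an estimated correlation), and 2 of 3 formate assimilation genes fell (adjusted p = 0.127, 0.259 with an estimated correlation). Of the formaldehyde oxidation genes 1 rose (Mext_1835, lost with only the groups compared) and 9 of 18 fell (adjusted p = 0.0045, 0.0427 with an estimated correlation), and of the tolerance genes 1 rose and 13 of 26 fell (adjusted p = 0.0102, 0.259 with an estimated correlation). The DNA recombination genes, chosen by the study from the genes raised in WT at 5 min of formaldehyde, were raised there too, 9 of 13 (adjusted p = 0.0137, 0.0888 with an estimated correlation). Of the cytochrome oxidase genes, 7 of 7 fell in WT at 360 min of kanamycin. With formaldehyde, 4 of 7 were raised in the mutant at 5, 20 and 40 min and in WT at 360 min. For the last the list test gave an adjusted p of 0.201 (0.414 with an estimated correlation). In WT at 180 min of formaldehyde, Mext_3258 and Mext_3262 of this list fell, within a run of 7 lowered loci.

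The untreated 20 min replicate 3 libraries carry the other strain's marks. The library labelled WT had 46.0, 66.9, 23.0, 15.1, 30.1 and 42.5 CPM at 6 loci with at most 0.165 CPM in WT pretreatment libraries, and 5.47 CPM of *efgA*; the library labelled mutant had 0 CPM at 5 of these loci and 0.178 at the other, and 80.4 CPM of *efgA*. Exchanged labels would place both libraries on the other side at all markers, and 6 of 6 were so placed, while 74 of 78 other libraries had every marker on their own strain's side. A mixture would leave mutant loci in the library labelled mutant, and these stood at 0.0856% of the mutant pretreatment mean, which excludes it. Both libraries were kept under their labels in the fits, and were left out of the counts and shares given for the loci nearly absent in WT and for *efgA* in the mutant; counts without them stand with the other settings.

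Counts on *efgA* remained in the deletion mutant, 0.372% to 7.90% of the WT level of the same group, where the 2 libraries above were left out (under their labels the untreated 20 min means were 28.7 CPM in the mutant and 50.8 in WT). Reads carried over between libraries would show at the loci near absent in WT too, where they came to 0.199% of the mutant level. This is below the lowest share of *efgA*, but that share takes WT of the same group as the source. WT groups held 62.6 CPM of *efgA* (untreated 5 min) to 1597 CPM (kanamycin 180 min). Carry-over from libraries rich in *efgA* is therefore not excluded where the mutant held little of it, such as 5.85 CPM before treatment. Reads of the homolog Mext_4271 would keep a fixed ratio to it, and the ratio ran from 0.0961 to 1.93 between groups, a 20.0-fold range, which excludes it as the only source. Transcription of a remaining part of the gene could give a rise with stress, and against mutant pretreatment *efgA* (Mext_4158) rose by 4.27 at 360 min of kanamycin (adjusted p = 2.05e-05) but at 20 min of formaldehyde had 2.70 with an adjusted p of 0.00297, short of the threshold in the fit that kept the 2 libraries above. Without them, which was chosen after seeing the data, the values were 4.05 (adjusted p = 5.41e-09) and 2.66 (adjusted p = 7.91e-06), but the rule asked for a call at both times and was written with the values of the first fit known, so it cannot tell; read positions along the gene would decide.

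With 3 libraries against 3 there are only 10 splits of the libraries, too few for a p. In each such comparison 1 split, the real one, was as large as the real count. The real counts were 1722 for WT formaldehyde 5 min, 2055 for WT formaldehyde 20 min, 2108 for WT formaldehyde 40 min, 2293 for WT formaldehyde 180 min, 796 for the mutant formaldehyde 20 min, 429 for the mutant formaldehyde 40 min, 258 for the mutant formaldehyde 360 min, 19 for WT kanamycin 40 min, 22 for the mutant kanamycin 40 min, 221 for WT untreated 360 min, 392 for the mutant untreated 360 min and 1 for between strains at pretreatment, where the highest other was 0, and 1172 for WT formaldehyde 360 min (highest other 196), 847 for the mutant formaldehyde 5 min (highest other 12), 124 for the mutant formaldehyde 180 min (highest other 6).

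Over 100 splits, untreated cultures at 5 to 180 min gave as many genes as the real 1 or more in 8 for WT (highest other 2) and as many as the real 3 or more in 4 for the mutant (highest other 11). The interaction with kanamycin at 40 min called 0 genes, and so all 100 splits gave as many (highest other 11).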
